# Allele-specific expression and eQTL analysis in mouse adipose tissue

**DOI:** 10.1186/1471-2164-15-471

**Published:** 2014-06-13

**Authors:** Yehudit Hasin-Brumshtein, Farhad Hormozdiari, Lisa Martin, Atila van Nas, Eleazar Eskin, Aldons J Lusis, Thomas A Drake

**Keywords:** *Cis*, *Trans*, eQTL, Allele Specific Expression, Adipose, RNA-seq, DNase I hypersensitivity, DBA/2J, C57BL/6J

## Abstract

**Background:**

The simplest definition of *cis*-eQTLs versus *trans,* refers to genetic variants that affect expression in an allele specific manner, with implications on underlying mechanism. Yet, due to technical limitations of expression microarrays, the vast majority of eQTL studies performed in the last decade used a genomic distance based definition as a surrogate for *cis,* therefore exploring *local* rather than *cis-*eQTLs*.*

**Results:**

In this study we use RNAseq to explore allele specific expression (ASE) in adipose tissue of male and female F1 mice, produced from reciprocal crosses of C57BL/6J and DBA/2J strains. Comparison of the identified *cis*-eQTLs, to *local*-eQTLs, that were obtained from adipose tissue expression in two previous population based studies in our laboratory, yields poor overlap between the two mapping approaches, while both *local*-eQTL studies show highly concordant results. Specifically, *local*-eQTL studies show ~60% overlap between themselves, while only 15-20% of *local*-eQTLs are identified as *cis* by ASE, and less than 50% of ASE genes are recovered in *local*-eQTL studies. Utilizing recently published ENCODE data, we also find that ASE genes show significant bias for SNPs prevalence in DNase I hypersensitive sites that is ASE direction specific.

**Conclusions:**

We suggest a new approach to analysis of allele specific expression that is more sensitive and accurate than the commonly used fisher or chi-square statistics. Our analysis indicates that technical differences between the *cis* and *local*-eQTL approaches, such as differences in genomic background or sex specificity, account for relatively small fraction of the discrepancy. Therefore, we suggest that the differences between two eQTL mapping approaches may facilitate sorting of SNP-eQTL interactions into true *cis* and *trans,* and that a considerable portion of *local*-eQTL may actually represent *trans* interactions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-471) contains supplementary material, which is available to authorized users.

## Background

Allele specific expression (ASE) refers to unequal expression of multiple alleles of a gene in a given organism. The extreme case of ASE is monoallelic expression, where only one of the alleles is expressed while the other is completely inactive. While known examples of monoallelic expression usually reflect active epigenetic regulation, such as chromosome X inactivation, olfactory receptor silencing or parental imprinting, less pronounced ASE encompasses a continuous spectrum that seems to arise due to genetic variation in regulatory regions.

Effects of genetic variation on gene expression has been the subject of numerous studies in humans [1–3], mice [4, 5] and other organisms. Collectively, loci in which expression level is influenced by specific genetic variation are termed expression quantitative trait loci (eQTL), and these associations are commonly divided into *cis*-eQTLs and *trans*-eQTLs. In their classical definition *cis*-eQTLs refers to genetic variants that affect expression of a locus on the same DNA molecule, thus in allele-specific fashion, while *trans*-eQTLs are expected to affect gene expression in an allele independent manner [6]. These terms imply mechanistic differences between the two classes of eQTLs, in terms how the effect of genetic variation is translated into expression differences.

Development of rapid and inexpensive high throughput hybridization based techniques for genome wide expression and genotyping facilitated genome-wide identification of eQTLs in multiple organisms. In most of these studies genome-wide transcript levels were measured by microarrays across a population, which was also genotyped for the available genetic markers [7, 8]. These types of linkage or association studies have identified eQTLs for hundreds to thousands of expressed loci in a given tissue, and showed that variation proximal to the gene often has greater effect and stronger association than more distal variations [9, 10]. Importantly, although microarrays generally do not measure gene expression in an allele-specific manner, a commonly accepted assumption in eQTL studies is that *local* associations likely act in a *cis* fashion; therefore, *local* and *distal* associations are often termed *cis* and *trans* respectively in the literature [11].

A second advance in genome wide expression profiling was recently achieved by RNAseq. In this technique (reviewed in [12]) RNA expression levels are measured by direct sequencing of RNA in the sample, and quantitative expression levels are derived from number of reads mapping to each locus. RNAseq and microarrays yield comparable results in terms of overall gene expression levels, and the comparison of the two techniques has been the subject of several studies [13]. Yet, in the realm of eQTL mapping RNAseq offers one significant advantage - it allows not only quantification of gene expression, but it also allows quantification of allele specific expression (ASE), if the expressed sequences of the two alleles differ by at least one base, by directly counting the reads with each one of the alleles in heterozygous samples. Therefore, RNAseq allows the distinction of true *cis*-eQTLs from *local* effects acting in *trans*.

To date, several studies that analyzed genome wide ASE in human, mice and cell lines [14–19] identifying hundreds to few thousands of genes that show significant imbalance in expression of the two alleles. Overall, this number of genes with significant *cis-*eQTLs is comparable to numbers identified by *local*-eQTLs. However the few studies that mention a comparison between *cis* and *local* eQTLs suggest that the overlap is low, i.e. 30-50%, with the difference typically attributed to technical differences, analytic limitations and potential immaturity of RNAseq based methods. Indeed, while quantification of ASE via RNA-seq is potentially very powerful and accurate [19], it is still a new and developing technique for which the appropriate statistical approaches are debated [14, 15, 20].

In this study, we explored *cis*-eQTLs and *local*-eQTLs in adipose tissue of DBA/2J, C57BL/6J (hereafter referred as D and B respectively) and their F1 reciprocal cross mice (DxB and BxD). First we used ASE in 4 samples - male and female DxB and BxD F1 mice to identify imprinted and *cis* affected genes. We then used the results of two large independent and complimentary *local*-eQTL mapping studies previously performed in our laboratory to compare them to *cis*-eQTLs, as identified from the F1 mice. The general structure of our analysis is depicted in Figure 1.

**Figure 1:**
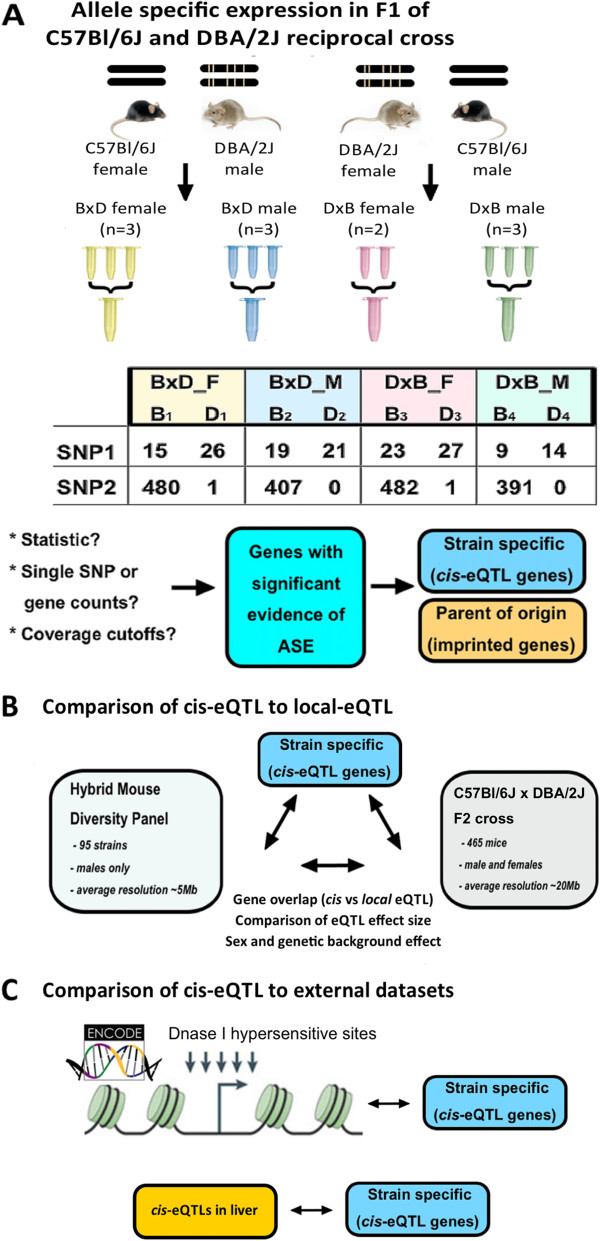
**Study summary.** This study explores methodological aspects related to interpretation of allele specific expression (ASE) from RNAseq data, as well as a broader question of *local* and *cis*-eQTL matching and their correspondence to independent set of identified DNase I peaks. **A**. Experimental approach to allele specific expression. Four pooled F1 samples from males and females of BxD and DxB crosses were sequenced. Allele specific counts for each SNP in each sample were produced in a table form, and treated as independent replicates in analysis by DEseq package. **B**. Summary of previous *local*-eQTL studies and the performed comparisons. Hybrid Mouse Diversity Panel is a panel of 95 inbred and recombinant inbred strains, that was previously used for mapping *local*-eQTLs at ~5 Mb resolution. F2 cross refers to 465 male and female mice that were produced from B and D strains, and allowed a lower resolution *local*-eQTL mapping. **C**. In the final part of this study we compared *cis* and *local*-eQTLs to DNase I peaks, which potentially mark *cis* acting elements and to previously published ASE from another tissue. DNase I peak illustration was adapted form [21].

## Results and discussion

### Allele specific expression in F1 mice

The first part of this study focused on deriving a list of genes that show evidence of ASE in gonadal adipose tissue of F1 mice (Figure 1A). To this end we sequenced 4 RNA samples of F1 males and females from reciprocal cross of B and D mice (each sample was an equimolar pool of total RNA from 3 animals, with one exception which contained only 2 animals). 

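The 4 pools are named here by cross and sex, with the strain of the mother written first (BxD or DxB). The BxD female, BxD male and DxB male pools each held RNA from 3 animals and the DxB female pool held RNA from 2. The paper gives the age at harvest as 16 weeks, and the sample labels give it as 8 weeks. For each pool the authors deposited, at every covered SNP between the B and D strains, the number of uniquely aligned reads that carry the B base and the number that carry the D base, as raw counts without normalization. The alignment, with mrsFAST and TopHat to mm9, treated the mates of a pair as independent reads, so a fragment can add more than 1 count. The paper's methods state that the D variants were masked in the reference, while a part of Additional file 1 describes masking as an effort that was weighed and states that the bias towards B was accepted, so whether these counts come from a masked reference is uncertain. In total 5569347 allele specific reads were counted in the BxD female pool, 5246924 in the DxB female pool, 5303083 in the BxD male pool and 4219333 in the DxB male pool. For 2 of the 4 samples, the label and the name of the file give different crosses and sexes (the sample labelled DxB female and the sample labelled BxD male). By a rule fixed before the data were examined, the raw counts per pool in Additional file 2 decided between them. Over the 1996 genes of Additional file 2 that were compared, 99.96% of the gene counts equalled those of that file with the identity given by the file names (mean over the pools, Pearson's r across genes 0.9999 on the log2 scale), and with the identity given by the labels 56.9% did (r = 0.989). The mean of 56.9% includes the 2 pools whose labels are not in question. In each of the 2 samples in question, 13.8% of the gene counts were equal with the label identity (r = 0.978). The file-name identity was therefore used throughout, and the label identity was carried as an alternative wherever cross or sex enters the result. Each pool gives 2 libraries of allele counts, 1 for B and 1 for D, so that the comparison of alleles rests on 8 libraries from 4 pools. Counts were summed over the exonic SNPs of each gene, keeping the first SNP of any cluster within 18 bp as the paper describes. Among 18 readings of the paper's wording compared with Additional file 2 after the files were seen, the one used gave all 8 counts equal for 99.8% of 1997 genes, and the others reached between 65.4% and that value. This leaves 44210 SNPs in 7994 genes, with totals of 4254813, 4112206, 4157360 and 3353668 reads in the BxD female, DxB female, BxD male and DxB male pools. Alleles were then compared with edgeR's quasi-likelihood test after TMM normalization, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Among the counted SNPs, 329 list the same base for both strains, and the B and D counts at all 329 are equal in all 4 pools. They hold 0.981% of the counted reads and were kept, since they are part of the counts in Additional file 2.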

Every sample was sequenced on a single lane of Illumina GAII instrument, using a 50 bp paired-end sequencing module, resulting in 90–100 million pairs of reads per sample. Reads were mapped against the mouse mm9 genome, allowing up to 3 mismatches per read. Sequencing counts and mapping parameters are summarized in Table 1.

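Reads on exonic SNPs numbered 4761915 in the BxD female pool, 4598505 in the DxB female pool, 4617955 in the BxD male pool and 3733381 in the DxB male pool, which is 85.5%, 87.6%, 87.1% and 88.5% of the reads on all SNPs in the same order. The same pools covered 201718, 180513, 179535 and 153854 SNPs with at least 1 read, in 10033, 9845, 9961 and 9649 genes. The DxB male pool therefore had both the fewest reads and the fewest covered SNPs. Summed over all exonic SNPs, the ratio of B to D reads was 1.18 in the BxD female pool, 1.22 in the DxB female pool, 1.16 in the BxD male pool and 1.17 in the DxB male pool.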

**Table 1:** **Summary of mapping of RNAseq data used to analyze allele specific expression in F1 cross of B and D**

Cross	B × D	D × B	B × D	D × B
Sex	Female	Female	Male	Male
Animals per pool	3	2	3	3
Total reads	233,502,200	207,580,666	249,032,306	169,565,576
Reads passing QC	194,608,754	176,900,074	202,559,286	149,205,688
(%)	(83.34%)	(85.22%)	(81.34%)	(87.99%)
Mapped reads	153,220,639	138,009,910	144,153,858	107,732,312
(%)	(78.73%)	(78.02%)	(71.17%)	(72.2%)
Reads mapping to known SNPs (%)	4,761,915	4,598,505	4,617,955	3,733,381
Reads mapping to exonic SNPs (%)*	(85.5%)	(87.64%)	(87.08%)	(88.48%)
B to D mapping ratio (independent SNPs)	1.17 (1.09)	1.21 (1.15)	1.15 (1.08)	1.16 (1.08)
Covered SNPs	201,718	180,513	179,535	153,854
Covered Genes	9,877	9,679	9,796	9,492

*B and D refer to C57BL/6J and DBA/2J strains that differ at 1,834,754 SNPs in 17,002 genes. However, vast majority of these SNPs (>95%) are annotated as intronic, and therefore not necessarily expected to be covered by RNAseq. For simplicity sake, we call all 80,652 non-intronic SNPs “exonic”, while some of them fall within the untranslated regions and are not exonic per se.

Quantifying ASE from sequencing data is a promising emerging technique which has not yet matured to have an accepted standard analysis pipeline. Variation in analysis mainly focuses on three aspects: (1) filtering of close and low coverage SNPs, (2) choice of statistical test and (3) choice between SNP specific counts or aggregate of allele specific counts across the haplotype. We explored the potential effect of all of those aspects on ASE calling in our data (these technical analyses are fully described in Additional file 1: Materials and Methods), and concluded that aggregate counts over gene regions of exon SNPs, analyzed with RNAseq expression package DEseq, provides both better sensitivity and accuracy for ASE than using the sample specific Fisher exact test and overlapping of sample specific results. 

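With the counts of exonic SNPs summed per gene, edgeR's quasi-likelihood test over the 4 pools called 1415 genes with ASE. When the same test was run on exons or on single SNPs and a gene was called from any of them, 1867 genes had at least 1 exon with ASE and 2473 had at least 1 SNP with ASE. The sample specific Fisher exact test compared the B and D counts of a SNP with the B and D counts of all other exonic SNPs of that pool. SNPs significant in all 4 pools by that test marked 1635 exons, while SNPs significant in at least 1 pool marked 5421 exons. Of exons with several SNPs, 1.70% were discordant in the edgeR test on SNPs, against 0.548% and 4.56% in the Fisher tests in all and in any pool. From discordant SNPs and the number of exons found, the paper concludes that counts summed over a gene and analysed with DESeq give better sensitivity and accuracy than overlapping sample specific Fisher tests.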

One of the major problems in assessment of ASE is estimation of error. We used the inherent biological structure of gene transcription to assess the accuracy of our method - i.e. at the SNP level we looked at pairs of SNPs within the same exon that show significant and discordant allele specific expression. Similarly, when aggregating counts we looked at pairs of exons within the same gene that show significant allele specific expression with opposite direction of imbalance. Altogether we conclude that aggregating allele specific SNP counts over a haplotype produces more robust and accurate measure of ASE, than SNP by SNP based approaches.

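Among the 7302 exons with several covered SNPs, 124 (1.70%) had at least 2 SNPs with significant ASE of opposite direction in the SNP by SNP test over 4 pools. When the counts of those SNPs were summed over the exon, 97 of the 124 discordant exons were no longer significant. At the next level, 61 genes had at least 2 exons with significant ASE of opposite direction, and 22 of these 61 were significant when counts were summed over the gene. Counts of opposite direction cancel in a sum, so both losses of significance were largely set in advance and do not measure accuracy. The paper reasons that SNPs of one exon are transcribed together, so that discordant pairs mark errors, and concludes that summed counts are the more accurate measure.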

Our method of ASE detection implements the DEseq package [22], specifically developed for RNAseq differential expression analysis, to variant specific counts. The analysis accounts for global differences in library coverage and count distribution, and uses estimation of variance between biological replicates of the same condition to assign a p-value for differential expression between the tested conditions. When applied to allele specific counts on a gene, rather than SNP by SNP level, this approach effectively tests allelic imbalance of gene expression.

Inherent to this method, adding biological replicates results in more accurate variance estimation, and therefore in more sensitive differential expression statistics, typically reflected in higher proportion of differentially expressed genes when having more samples. This dependency is expected to even out when the number of replicates is high, i.e. when additional replicates contribute very little to the variance estimation. Indeed, we looked into the effect of number of replicates on differential ASE calling and could clearly see that the increase in number of ASE genes was directly proportional to the increase in number of biological replicates analyzed. 

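The edgeR test called 1415 genes with ASE from 4 pools. With each pool left out in turn, the 3 remaining pools gave between 1049 genes (without the DxB male pool) and 1184 genes (without the BxD female pool). The 2 male pools alone gave 1185 genes and the 2 female pools alone gave 850. The male pair alone thus called about as many genes as the largest of the sets of 3 pools, so that the number depends on which pools are used as well as on how many. In simulated counts with the same spread for every gene, the same test recovered 95.5% of the changed genes with 4 pools and 66.5% with 2. These shares depend on the sizes of change that were simulated and do not measure the power in the data.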

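With all 4 pools in the SNP by SNP test of edgeR, 3533 exons had at least 1 SNP with ASE and 1.70% of the exons with several SNPs were discordant. Taking only SNPs significant in all 4 pools by the sample specific Fisher exact test gave 1635 exons and a discordant share of 0.548%. Taking SNPs significant in any pool gave 5421 exons and a share of 4.56%. In single pools, the Fisher exact test marked between 2813 exons (DxB male) and 3408 exons (BxD female), with discordant shares between 1.31% and 2.14%. An exact binomial test against equal counts, in place of the Fisher test, gave 1574 exons and 0.425% when all 4 pools were required.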

Using 4 replicates in such analyses resulted in higher sensitivity than Fisher exact test approach, and lower false positive rate (overall identifying ~1.5× more genes with allele specific expression, Additional file 1: Figure S4).

We examined allele specific expression of 7988 genes (Additional file 2), and identified 1085 genes where either B or D alleles were significantly overexpressed (at FDR adjusted p-value cutoff of 0.05). These represent *cis-*eQTL genes in the classic definition of this term. 

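Of 7990 genes with at least 1 counted read, 1415 had a difference between the B and D alleles at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test over the 4 pools. B was the overexpressed allele in 1028 of them and D in 387. The alternative that moved this count most was the fit with the pool as a block, which pairs the B and D libraries of each pool and called 2175 genes, 1296 with B and 879 with D overexpressed. The pairing of alleles within a pool is taken from the design in the paper and the labels. As a check on it, the deviations of the 2 alleles of one pool from their strain means correlated across 4333 genes with a mean r of 0.336 (from -0.00792 to 0.660 over the 4 pools). The mean for alleles of different pools was -0.107 (from -0.457 to 0.617), a value that the subtraction of the strain means largely sets and that is no separate check. These correlations are across genes, which are not independent replicates. With DESeq2 in place of edgeR 1409 genes passed, and with the original DESeq procedure 1104. Using the same library size for both alleles of a pool, which leaves the general excess of B reads uncorrected, changed the directions more than the total, to 1172 genes with B and 236 with D overexpressed.

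The genes named by size of change were taken among those past the threshold with the same direction in all 4 pools and at least 10 reads of the weaker allele. The largest changes in favour of D among these were in a RIKEN cDNA gene with 11 counted SNPs from 70845521 to 70846738 of chromosome 11 (log2 D to B ratio 5.67, standard error 0.33, 41 B and 1961 D reads, edgeR adjusted p = 1.9e-07), Ear11 (5.07, 47 B and 1493 D reads), H2-Q8 (4.26, 452 B and 7882 D reads), Eif3h (3.85, 26 B and 354 D reads) and another RIKEN cDNA gene, with 39 counted SNPs from 147472580 to 147489736 of chromosome 4 (3.77, 27 B and 350 D reads). Ear11 and H2-Q8 belong to families of near-identical genes whose reads the counting could have split between members, so their ratios are uncertain. The largest in favour of B were in Igfbp7 (log2 D to B ratio -10.67, standard error 0.32, 18920 B and 10 D reads, edgeR adjusted p = 1.1e-09), Ptrf (-10.03, 49396 B and 43 D reads), Ankrd40 (-9.93, 21847 B and 20 D reads), Nudt9 (-9.31, 7325 B and 10 D reads) and Tpi1 (-8.08, 5396 B and 18 D reads). These 5 ratios rest on SNPs with hardly any D read. At the B-only SNPs of Table 2 the paper reports the B base in D mice, so these ratios are uncertain. When SNPs with under 1% of reads from one allele were removed, an alternative added after the values were seen, Igfbp7, Ptrf, Ankrd40 and Nudt9 had no SNP left, and Tpi1 had 1 SNP left that lists the same base for both strains, where the counts are equal by construction, so none of the 5 had an informative SNP left. The 5 genes in favour of D stayed past the threshold under that removal. This contrast was largely set in advance and is no test of either group. D gave 0.0528% to 0.332% of the reads in the 5 genes in favour of B. In the 5 genes in favour of D it gave 92.8% to 98.0%, so that most of their SNPs with reads of both alleles are kept by a cut at 1%. In the other alternatives run for them, all 10 genes kept their direction and stayed past the threshold, and the largest move was in Igfbp7, whose log2 D to B ratio was -2.0 when SNPs close to another were not removed.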

In comparison, only 5 genes showed significant parental imbalance (Figure 2B, 2D and S6C), all of which were previously reported as imprinted, and the expressed allele in our data is the expected direction for all but one gene – *Trappc9. 

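When the same counts were compared by parent of origin, 4 of the 7990 genes passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, and 44 had an unadjusted p-value under 0.05. The 4 genes were Sgce, Trappc9, Meg3 and H13. Sgce was counted at 1 SNP, at position 4639647 of chromosome 6 (mm9), with 28 maternal and 2592 paternal reads, a log2 maternal to paternal ratio of -6.48 (standard error 0.63, edgeR adjusted p = 0.02). Meg3 on chromosome 12 had 112 maternal reads and 1 paternal read over 10 SNPs, a log2 ratio of 6.20 (standard error 0.71, edgeR adjusted p = 0.0394). H13 on chromosome 2 had 2692 maternal and 1325 paternal reads over 21 SNPs, a log2 ratio of 1.01 (standard error 0.12, edgeR adjusted p = 0.0394). Trappc9 on chromosome 15 had 344 maternal and 2800 paternal reads over 9 SNPs, a log2 ratio of -2.98 (standard error 0.22, edgeR adjusted p = 0.00476). Zim1 (log2 ratio 6.62, 249 maternal and 2 paternal reads) and Ndn (-3.86, 22 maternal and 334 paternal reads) had adjusted p-values of 0.0533 and 0.757 in this fit. This family of calls moved with the test. DESeq2 called 7 genes, the 4 above with Ndn, Snrpn and Zim1, and edgeR with the allele's strain as a covariate called the same 7. The original DESeq procedure called 5, namely Meg3, Ndn, Sgce, Trappc9 and Zim1. With the pool as a block, pairing its alleles as the design gives, no gene passed and 37 had an unadjusted p-value under 0.05; the pairing check gave a mean r of 0.336 between alleles of one pool. Without any 1 pool, 0 or 1 gene passed. With the label identity of the 2 samples in question no gene passed, and 38 had an unadjusted p-value under 0.05. The paper states that the genes with parental imbalance were all reported as imprinted before, and that all but Trappc9 follow the expected direction.

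**Figure D1:**
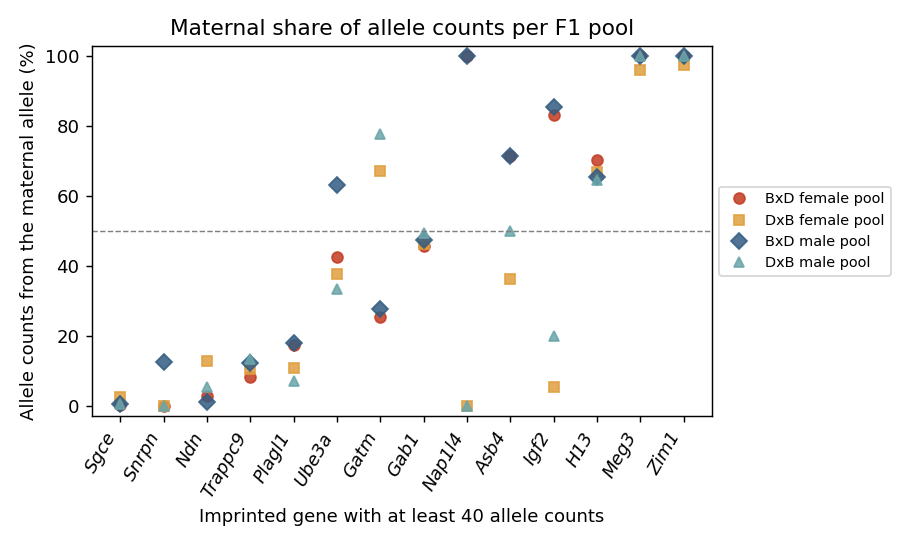
Percent of allele counts from the maternal allele (y axis) in each of the 4 F1 pools (points) for the imprinted genes with at least 40 allele counts (x axis), with a dashed line at 50%. Over the pools together, Sgce, Snrpn and Ndn have 1.07%, 1.25% and 6.18% maternal counts and Meg3 and Zim1 have 99.1% and 99.2%, while H13 has 67.0%.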

Trappc9* is a maternally expressed activator of NF-kappa-B pathway, mutations in which are associated with mental retardation [23–25]. 

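The annotation of this build (GENCODE M1, mm9) places Trappc9 on chromosome 15 from 72420051 to 72891634. Its covered exonic SNPs, here without the filter on close SNPs, lie in 5 exons of the count files. In the 2 coding exons, from 72783403 to 72783549 and from 72793989 to 72794116, 331 reads came from the maternal and 278 from the paternal allele over 4 pools, a paternal share of 45.6% (95% Wilson interval 41.7% to 49.6%). In the exon of the files from 72636029 to 72640754, which none of the annotated exons of Trappc9 covers, 13 reads were maternal and 2712 paternal, a share of 99.5% (99.2% to 99.7%). The annotated non-coding exons had 2 maternal and 66 paternal reads (97.1%, 89.9% to 99.2%). Most of the gene's reads thus come from the exon outside the annotated ones. When exonic SNPs were taken from the annotation column of the files, the log2 maternal to paternal ratio of the gene changed sign, from -2.98 to 0.26. The paper states that Trappc9 shows paternal expression in these mice.

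**Figure D2:**
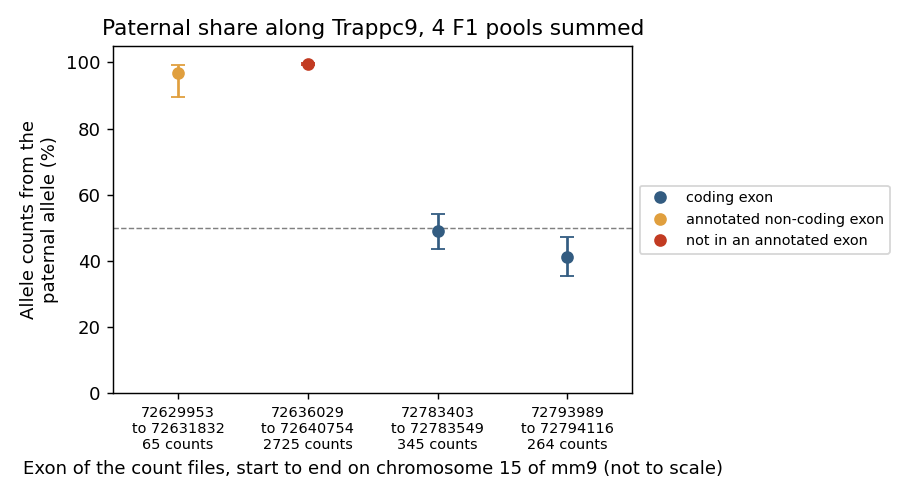
Percent of allele counts from the paternal allele (y axis), 4 F1 pools summed, in each exon of the count files assigned to Trappc9 with at least 10 counts (x axis, in order along chromosome 15, not to scale); bars are 95% Wilson intervals. The paternal share is 96.9% in the annotated non-coding exon, 99.5% in the exon outside the annotated ones, and 49.0% and 41.3% in the 2 coding exons.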

In our data it shows paternal expression, consistent with similar result previously observed in human cells [26]. Allele specific expression of other known imprinted genes generally either conferred with the expected direction, but did not reach significance or showed comparable expression of both alleles (Figure 2D).

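Of the 23 imprinted genes of Figure 2D, 20 had at least 10 reads over the 4 pools. In 8 of these the expected parent gave at least 90% of the reads, in 14 it gave more than 50%, and in 9 its share lay between 30% and 70%. Only 4 of the 23 passed the adjusted threshold. Snrpn (1 maternal and 79 paternal reads), Rasgrf1 (0 and 19) and Mkrn3 (1 and 19) followed the expected parent but did not pass it. Plagl1 had 1374 maternal and 7319 paternal reads, with a paternal share that was lower in the pools from a B mother. Its log2 maternal to paternal ratio was -2.52 (standard error 0.72, edgeR adjusted p = 0.999825). These values include SNPs that list the same base for both strains. Without such SNPs, an alternative added after the data were seen, the ratio was -3.42. Gab1 had 372 maternal and 415 paternal reads, a log2 ratio of -0.16 (standard error 0.19), and Ube3a had 78 maternal and 101 paternal reads. In 3 of these genes the imbalance followed the strain. Nap1l4 had 116 B reads and no D read at its 1 counted SNP. At the B-only SNPs of Table 2 the paper reports the B base in D mice. The Nap1l4 SNP may thus not differ between the strains, and its counts can then tell neither strain nor parent. Igf2 had 152 B and 25 D reads (log2 D to B ratio -2.43, edgeR adjusted p = 0.00157), and Gatm had 118 B and 329 D reads (1.61, adjusted p = 5.4e-04). The genes Kcnq1, Slc38a4 and Zdbf2 had under 10 reads each, so that imprinting was not detectable at this depth.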

**Figure 2:**
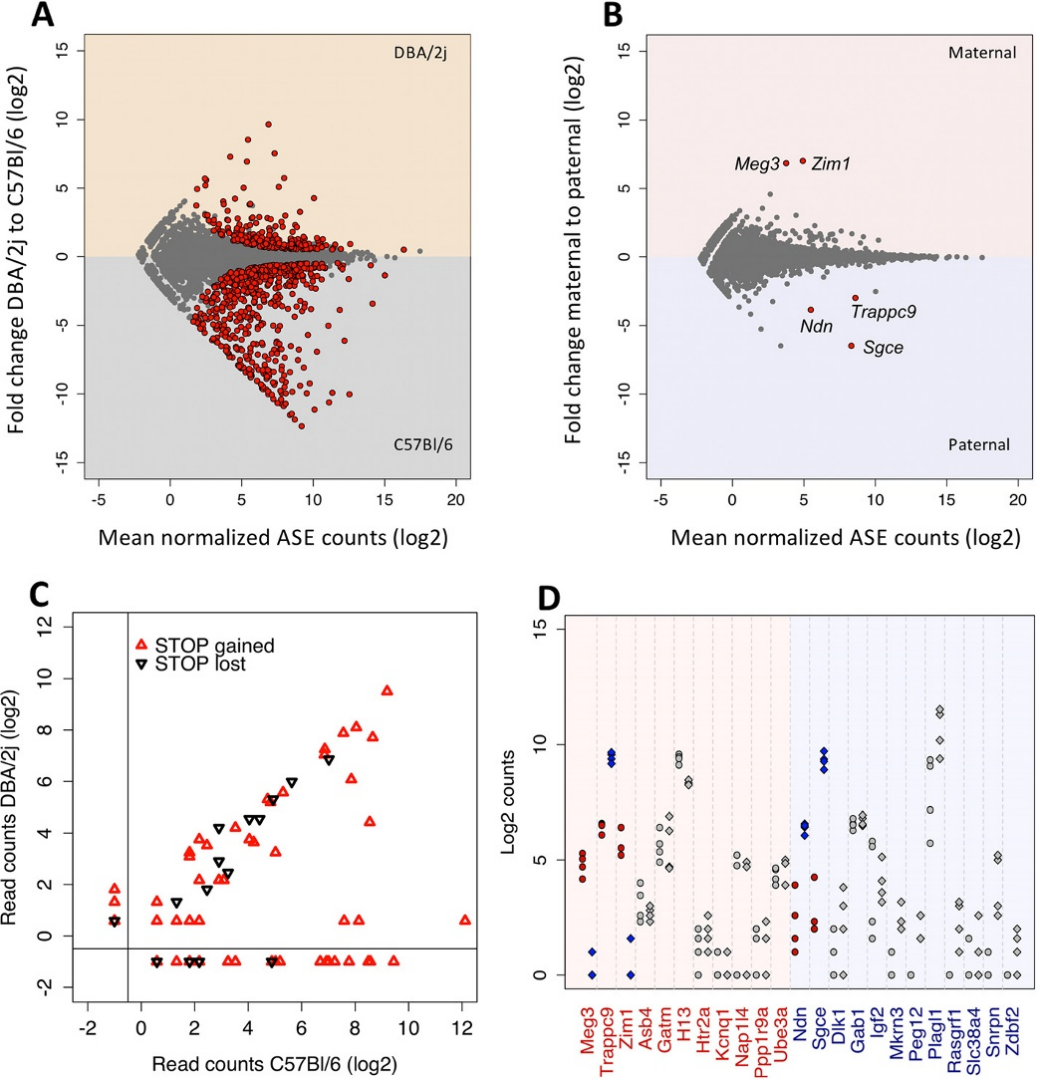
**ASE in F1. A** and **B** depict allelic imbalance (expressed as log2 fold change) versus mean expression, using either parent of origin **(A)** or strain **(B)** as the main variable. Genes with significant allelic imbalance (FDR adjusted p-value < 0.05) are in red. Significant *cis*-eQTLs were identified for 1085 genes **(A)** while parental imbalance was significant only for 5 genes **(B)**, plots backgrounds are shaded and labeled according to the direction of allelic imbalance. **C**. Allelic expression of variants resulting in premature stop codons (n = 60, red), or in loss of stop codons (n = 16, black). **D**. Allelic expression of all known imprinted genes detected in our samples. Gene name color and plot background indicated the expected expressed allele (red = maternal, blue = paternal). Dots and diamonds indicate expression of the maternal and paternal allele, respectively. Red and blue filled shapes indicate genes that show significant allelic imbalance (in red in B), grey filled shapes indicate that the observed difference does not reach 0.05 significance level.

Sex is an important factor in gene expression that influences overall expression of hundreds of genes [27, 28]. Thus, in addition to analyzing the 4 samples together we also looked at the sex specificity of ASE, by analyzing ASE in male or female samples separately. Sex-restricted analysis of *cis-*eQTLs identified 854 *cis*-eQTL genes in males and 660 in females, with 598 genes overlapping between the two (Additional file 1: Figure S6B), and the vast majority (94%) were recapitulated in the combined analysis. 

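In the 2 male pools 1185 genes passed the adjusted threshold of edgeR's quasi-likelihood test, and in the 2 female pools 850 did. Both sexes shared 773 genes. Of the 1262 genes called in either sex, 88.6% were also called with the 4 pools together. With 2 libraries per allele these fits estimate the spread from few values, and the number of calls moved with the tool: DESeq2 gave 822 genes in males, 700 in females and 634 in both, and the original DESeq procedure gave 883, 700 and 618. Each sex has 1 pool from each cross. With the label identity of the 2 samples in question, the counts were 835, 733 and 658.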

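The 4 pools together gave 1415 genes with ASE by edgeR's quasi-likelihood test, against 1185 from the male pools and 850 from the female pools. The original DESeq procedure gave 1104, 883 and 700 in the same order, and DESeq2 gave 1409, 822 and 700. In simulated counts with 200 changed genes, edgeR recovered 66.5% of them from 2 pools and 95.5% from 4. From 2 pools it recovered 34.8% of the genes changed by a log2 ratio of 1 and 93.5% of those changed by 2. The simulated spread was the same for every gene, so these shares do not measure the power in the data.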

As expected, using both sexes for analysis yielded overall higher number of *cis*-eQTLs than any of the sex restricted comparisons, reflecting the increase in power which stems from adding biological replicates. 

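The log2 ratio of D to B was compared between sexes in the 1067 genes that had both alleles counted in both sexes and passed the threshold in at least 1 of the 3 analyses. The squared Pearson correlation across these genes was 0.924 (95% interval 0.915 to 0.932). It is a correlation across genes, which are not independent replicates, and genes chosen for an ASE call have large ratios. Over all genes with both alleles counted in both sexes it was 0.690, and with the label identity of the 2 samples it was 0.895 for the selected genes. A test of the difference itself, the interaction of strain and sex in edgeR's quasi-likelihood test, found no gene at an adjusted p-value under 0.05, and 99 of 7990 genes at an unadjusted p-value under 0.05. The paper states that ASE ratios are highly concordant between the sexes.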

Comparison of fold change of ASE between male and female samples (Additional file 1: Figure S6A) indicated that ASE ratios are highly concordant between the sexes (R^2^ = 0.93, p-value <2.2e-16). Only a small number of genes show sex specific ASE (21 in males and 5 in females) which is likely due to fluctuations in ASE ratios at the low expression levels. 

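In the edgeR fits, 122 genes passed the threshold in males but neither in females nor with all pools together, and 20 passed it in females only. The median number of reads per pool was 318 in the male-only genes, 65.9 in the female-only genes and 108 in the genes called with all 4 pools. Passing the threshold in 1 sex is not a test of a difference between the sexes. In the interaction test none of these genes passed the adjusted threshold, and 13 of the 122 and 8 of the 20 had an unadjusted interaction p-value under 0.05. DESeq2 gave 32 male-only and 3 female-only genes, and the original DESeq procedure gave 51 and 11. The paper proposes that such genes reflect fluctuations of the ratio at low expression.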

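Apba2 was counted at 10 SNPs between positions 71840318 and 71898554 of chromosome 7 (mm9). The female pools had 1 B and 11 D reads (BxD) and 0 B and 14 D reads (DxB). The male pools had 4 B and 4 D reads (BxD) and 2 B and 3 D reads (DxB). After normalization the ratio of D to B was 29.5 in females and 1.31 in males. The log2 D to B ratio was 4.47 in females (standard error 0.98, edgeR adjusted p = 0.0198) and 0.34 in males (standard error 1.00, adjusted p = 0.888).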

The most pronounced effect of sex on ASE was observed in *Apba2* (amyloid beta (A4) precursor protein-binding, family A, member 2) where the ratio of D to B expression in females is 29 while in males it is only 1.3 (Additional file 1: Figure S6C). Furthermore, consistent with the presented allele specific data, in a previously analyzed BxD cross a significant eQTL is observed for *Apba2* only in females, but not in males ( http://systems.genetics.ucla.edu/data/mouse). However, the *Apba2* locus had only few allele specific reads (average of 10 per sample), therefore the difference in ASE ratios of *Apba2* between males and females should be regarded with caution. In addition, analysis of sex specific imprinting showed male specific imprinting of genes that reside on chromosome X, reflecting the maternal heritage of the sex chromosome. However we did not identify any other genes imprinted in sex specific manner (Figure S6C).

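Apba2 had 39 reads over the 4 pools, 7 from B and 32 from D, which is 9.75 reads per pool. The difference between the sexes, tested as the interaction of strain and sex, was -4.09 on the log2 scale (standard error 1.42) with an unadjusted p-value of 0.0116 and an adjusted p-value of 1.0 in edgeR's quasi-likelihood test over 7990 genes. Over all pools the strain effect of the gene had an adjusted p-value of 0.0717.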

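On the X chromosome, a male carries only the chromosome of its mother. The BxD male pool had 10290 B and 477 D reads on X-linked genes, a D share of 4.43%, and the DxB male pool had 2224 B and 6614 D reads, a D share of 74.8%. In the female pools the D share was 41.8% (BxD) and 39.3% (DxB), against 46.4% to 47.7% on the autosomes of the 4 pools. In the 2 male pools, 46 of 109 X-linked genes had an unadjusted p-value under 0.05 for parental imbalance, all towards the maternal allele, and 2 passed the adjusted threshold of edgeR's quasi-likelihood test. These were Cd99l2 (log2 maternal to paternal ratio 7.97, standard error 0.30, edgeR adjusted p = 0.0139) and Ubqln2 (9.04, standard error 0.33, edgeR adjusted p = 0.0139). In the female pools none of 112 X-linked genes passed the adjusted threshold and 1 had an unadjusted p-value under 0.05. The difference between sexes, tested as the interaction of parent and sex over the 4 pools in a test added after the values were seen, passed the threshold in 11 genes, all of them X-linked. With the label identity of the 2 samples no X-linked gene passed in the male pools. The paper reasons that this pattern reflects the maternal origin of the X chromosome of males.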

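Outside the X chromosome, 1 gene passed the adjusted threshold for parental imbalance in the male pools, and none did in the female pools. That gene was Sgce, with a log2 maternal to paternal ratio of -7.24 in males (standard error 0.27, edgeR adjusted p = 0.0139). In females the ratio was -6.02 (edgeR adjusted p = 0.999986), with 3 maternal and 838 paternal reads (BxD) and 18 maternal and 658 paternal reads (DxB). Even so strong an imbalance did not pass there, so the lack of calls in the female pools is no evidence against imprinting in females. The interaction of parent and sex for Sgce was -1.22 (standard error 1.05, edgeR adjusted p = 1.0), so no difference between the sexes was detectable.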

A set of potentially functional variants are those that result in premature stop codons. Transcripts carrying such mutations are expected to be actively degraded through nonsense mediated decay (reviewed in [29]), however the generality of this mechanism is unknown. A recent paper on ASE in human cell lines, suggested that up to 68% of variants expected to result in nonsense mediated decay escape this fate via unidentified mechanisms [30]. Therefore we examined ASE of potential premature stop codons in our data. Since mouse reference genome correspondence to B strain is, in a way, a random assignment, we explored ASE of variants annotated both as stop-gain (n = 60) and stop-loss (n = 16) in D strain. Consistent with the recent data published from humans a majority of those variants show close to equal expression of both alleles (Figure 2C), with only ~30% showing a marked reduction in the expression of impaired allele.

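Of the stop-gain variants, 75 had at least 1 read over the 4 pools and 46 had at least 10, and of the stop-loss variants 19 and 12. The paper's text does not define a marked reduction, so the impaired allele was called reduced where its count was under 50% of the other allele's count. By this definition 24 of 46 stop-gain variants, or 52.2%, had a reduced D allele (95% Wilson interval 38.1% to 65.9%), and 1 of 12 stop-loss variants, or 8.33% (1.49% to 35.4%), had a reduced B allele. No D read was counted at 16 of the 46 stop-gain variants. One of them is in Sub1 (695 B reads), where the paper reports the B base in D mice. At the X-linked variant at 57299247, also called reduced, the DxB male pool, whose X chromosome comes from D, had 973 B reads and no D read. The variant in Ran, among the 46, lists the same base for both strains (297 reads of each). The share is therefore one of counts, and not in every case of a reduced impaired allele. Without SNPs that have reads of one allele only in all pools, 8 of 30 stop-gain variants (26.7%, 14.2% to 44.4%) had a reduced D allele, which is the alternative that moved the share most. It takes out all 16 variants without a D read, so that it could only lower the share. The 8 left as reduced include variants with 1 D read, in Ppig (471 B reads), in Gtf2a1 (281) and on the X chromosome (4438 and 192). The 26.7% thus depends on the cut between no D read and 1 D read. With all variants of at least 1 read the share was 56.0%. The paper states that most of its stop-gain and stop-loss variants show close to equal expression of both alleles.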

### Comparison of ASE and *local*-eQTL mapping approaches (HMDP and F2)

Previous work in our lab yielded two datasets of *local*-eQTLs pertaining to adipose tissue in B and D strains. The first dataset is from the Hybrid Mouse Diversity Panel (HMDP), a resource of many inbred and recombinant inbred strains which was extensively described in [31]. Adipose expression data was collected from males of 95 inbred strains (28 classical and 67 recombinant inbred strains) recently published in Parks et al. [32]. In short, *local*-eQTLs in the HMDP were analyzed by association mapping between expression probes and SNPs within 2 Mb window of the probe, choosing the SNP with the best p-value within each window (details of the analysis are in [32]). Using this approaches we examined 12703 genes, identifying *local*-eQTL for 3744 (29%) of the genes, 1991 of which are associated with a SNP polymorphic in D. Since both F1 ASE and the F2 *local*-eQTL were derived from mice on B and D background, we limited HMDP analysis to genes that had an eQTL associated with a SNP polymorphic in D.

The second dataset was derived from genome wide expression of 21023 genes and genotyping 2637 SNPs in an F2 population derived from B and D strains, constructed on the background of a *db/db* mutation. This population includes 465 male and female mice for which liver and adipose expression data were collected. Extensive analysis of liver eQTLs of this cross is described in [7], where they estimated genome wide significance was estimated as LOD >6.2 using 1000 permutations. We subsequently adopted this threshold as significance level for the adipose eQTLs derived from the same mice. Similarly to liver data, adipose eQTL analysis identified 7622 genes with at least one genome wide significant eQTL, while most significant eQTLs (best association signal for each gene, Additional file 1: Figure S7A) showed an expected enrichment for the same chromosome and *local* (within 2 Mb) signals.

To make the datasets comparable, we then applied the same filters as for the HMDP *local*-eQTL identification to the F2, i.e. chose best local association for each gene. In this way we identified 3028 genes that had a significant *local*-eQTL in F2 data (Additional file 3). However, the resolution of the F2 cross is much lower than that of HMDP, because of extensive linkage disequilibrium which contributes to local effects. We therefore asked whether the *local*-eQTL was also the most significant genome-wide association for the gene. Indeed, 1588 genes with *local*-eQTL show a more significant association with another SNP on the same chromosome, and the effects of the local and more distal SNPs were almost identical (Rsq = 0.98, Additional file 1: Figure S7B), suggesting that they cannot be reliably distinguished. In contrast, only 111 out of 4118 genes for which the most significant eQTL is on a different chromosome also show a significant *local*-eQTL signal, and the effect of these signals does not seem to be correlated (Additional file 1: Figure S7B).

Three way comparison of significant *local* and *cis*-eQTLs shows that the two *local*-eQTL mapping approaches were more concordant than either of them with *cis*-eQTL mapping by ASE (Figure 3A, p values for overlap between F1 and HMDP is p < 5.082e-10, for overlap between F1 and F2 is p < 5.436e-14 and for overlap between HMDP and F2 is p < 4.984e-262). 

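The local-eQTL status of each gene was taken from Additional file 3 and the ASE calls from the counts. Of 1478 genes listed with a local-eQTL in the HMDP, a panel of inbred and recombinant inbred mouse strains, 350 or 23.7% passed the strain test (95% Wilson interval 21.6% to 25.9%). Without SNPs that have reads of one allele only, 266 or 18.0% did (16.1% to 20.0%). In the other direction, 867 of the 1415 ASE genes were in the list used here. Of these 867, 404 or 46.6% had a local-eQTL in at least 1 of the mapping studies. The list holds fewer HMDP genes than the paper reports, so these shares describe the listed genes only.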

Recovery rate of *cis*-eQTLs, by either of the --eQTL mapping approaches was less than 40%, while ASE was able to recover only 17% of *local*-eQTLs. In contrast, 58-63% of the *local*-eQTLs identified by one local mapping approaches are recovered in the other study. We also looked at the overlap of genes overexpressing specifically the D allele, since these are less likely to represent false positives in our study. In line with the overall results, *local*-eQTLs failed to reproduce 25-40% of these as well.

**Figure 3:**
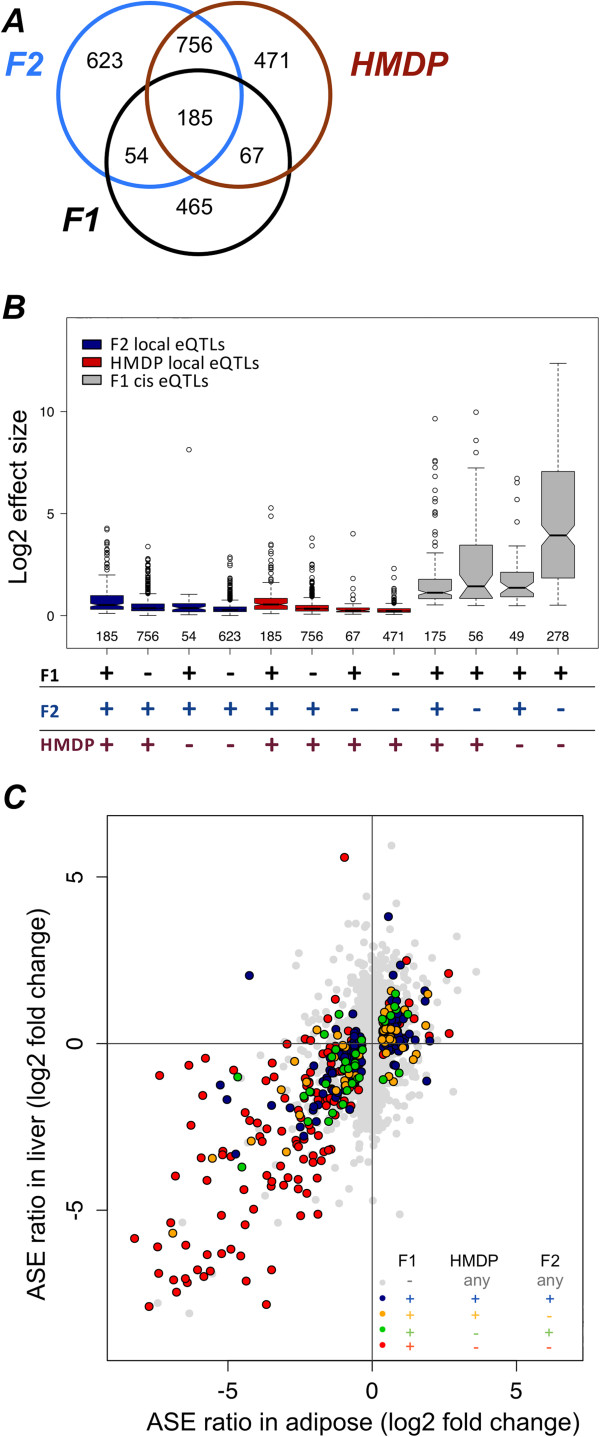
***Cis*** **versus** ***local*** **-eQTLs.** Comparison of *local* and *cis*-eQTL suggest a much better concordance between the two *local*-eQTL datasets, than of any of them to *cis*-eQTLs identified by ASE. In addition reproducibility of cis-eQTLs seems to be independent of their effect size (defined as ratio of expression between the two homozygous alleles). **A**. Overlap of *cis*-eQTLs identified in F1 dataset, with *local*-eQTLs identified in HMDP and F2 studies. F1, HMDP and F2 labels represent the respective datasets. **B**. Recovery of *local*-eQTLs, but not *cis*-eQTLs correlates to effect size of eQTL. Boxplot shows effect sizes of the different overlapping groups in different studies. Red indicates effect sizes in HMDP, blue in F2 and grey in F1. “+ ” indicates *local* or *cis*-eQTL, “-” indicates not significant. **C**. Correlation of ASE ratio in adipose and liver data. Genes are colored according to overlap with *local*-eQTL studies. Genes that do not show a significant *cis*-eQTL in adipose are in grey, other colors are as indicated in the figure - “+ ” indicates *local* or *cis*-eQTL, “-” indicates not significant.

Notably the HMDP was derived from sex specific (male) expression data and on heterogeneous genetic background, while F2 and F1 are data derived from expression in both sexes, and limited to B and D genetic background. Nevertheless, the overlap between ASE and F2 was not better than the one with HMDP. To address this issue in a more explicit way, we examined the overlap of *local* and *cis*-eQTLs in pairwise comparisons of all the datasets (Additional file 1: Table S3), using either genome and sex matched or unmatched datasets. Restricting genomic background of *local*-eQTL from HMDP to those associated with SNP polymorphic between B and D strains reduced the proportion of *cis*-eQTLs recovered by HMDP, while restricting *cis*-eQTL analysis to male samples had virtually no effect on the results.

We then compared the effect sizes, defined as average fold change between two homozygous genotypes in F2 and HMDP, or the average fold change of expression between alleles in ASE data, between the different datasets. Effect sizes of *local*-eQTLs in F2 and HMDP yielded highly concordant results, while effect sizes of ASE have poorer correlation to effect sizes observed in *local*-eQTLs (Additional file 1: Figure S8A-C). As expected, *local*-eQTLs recovered by multiple approaches had higher effect sizes as compared to study-specific ones. 

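The size of the allelic effect was compared in the 653 ASE genes with reads of both alleles that were in the list of Additional file 3 used here. The mean absolute log2 ratio of D to B was 1.56 ± 1.60 (SD over 376 genes) in genes recovered by a local-eQTL, and 4.59 ± 3.11 (SD over 277 genes) in genes that were not. The medians were 0.97 and 3.88. The difference of the means was -3.02, and none of 100000 permutations of the genes gave a difference as large (two-sided permutation test, p = 1.0e-05, the smallest p these permutations can give). Genes are not independent replicates. Without SNPs that have reads of one allele only the difference was -3.14. As the genes compared already had reads of both alleles, this removal changes little and SNPs with few reads of one allele remain. Without SNPs that have under 1% of reads from one allele, an alternative added after the values were seen, the difference was -1.92, with means of 1.31 ± 1.05 (SD over 259 genes) and 3.22 ± 1.79 (SD over 138 genes, permutation p = 1.0e-05). That removal also takes out the largest ratios by its definition.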

Interestingly, *cis*-eQTLs not recovered by other approaches had higher effect sizes and were more variable than those recovered by *local*-eQTLs (Figure 3B and Additional file 1: Figure S8D). Notably, we did not observe any difference in total expression between *cis-*eQTLs recovered by *local*-eQTLs and those that are not (Additional file 1: Figure S8E). Together these results suggest that while F1 may lack power to discover the weaker local eQTL, the poor recovery rate of *cis*-eQTL by *local-*eQTLs is not due to lack of power of HMDP or F2 samples. To address this directly we looked whether increasing p-value cutoffs will improve the overlap between datasets. If the case is lack of power we expect that increasing the stringency of p-value cutoff, will increase the proportion of overlapping genes, and indeed this is the evident when comparing 2 *local*-eQTL studies (Additional file 1: Figure S10). However, comparing either *local*-eQTL studies to *cis*-eQTL does not improve the overlap at all (Additional file 1: Figure S10).

We then sought to further validate the newly identified *cis*-eQTLs. First, we compared ASE in adipose to ASE in liver of the same mice, recently published by our group ( [33]). The results show strong concordance (R^2^ = 0.62, p < 2.2e-16, Figure 3C) between ASE ratios in both tissues, even though the liver data were sequenced more shallowly. We then examined the distribution of SNPs within the genes in each group. Out of 465 genes 179 showed exclusive expression of the B allele, with 135 of these genes having only 1 exonic SNP. 

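All 465 genes that the paper lists as ASE genes in F1 only had counts here. In 179 of them no D read was counted in any of the 4 pools, and 135 of these 179 had 1 counted SNP. In 8 of the 465 genes no B read was counted. Of all 1415 genes with ASE, 332 had no D read, 254 of them with 1 counted SNP, and 20 had no B read, 17 of them with 1 counted SNP. The asymmetry was also seen SNP by SNP. Of 34117 SNPs with at least 10 reads over the 4 pools, 1372 (4.02%) had B reads only and 95 (0.278%) had D reads only.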

We then sequenced DNA from D mice to verify a subset of those SNPs at the genomic level (Table 2) and we manually examined the alignment of the subset of SNPs showing exclusive expression. We could not identify any problem in the alignment of reads in those regions, but none of the SNPs exhibiting B only expression were verified by Sanger sequencing. 

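Table 2 lists 12 SNPs that were sequenced in D mice by the Sanger method. The sequences of 41 bases given here are those of mm9 on the forward strand, with the SNP at position 21 counted from the 5′ end, and a change such as T21C gives the B base, the position and the D base listed for the SNP. The base of mm9 was the listed B base at all 12. At 10 of the 12 only B reads were counted, with 5 to 352 reads per pool on average, and the paper reports the B base in D mice by Sanger sequencing at all 10. The deepest of these was in the 3′ untranslated region of Atox1 on chromosome 11 at 55263977 (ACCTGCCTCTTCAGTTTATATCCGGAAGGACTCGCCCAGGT, T21A), with 1409 B reads and no D read, a depth at which a D share of 0.213% (3 counts of the total) could have been seen. Next were Sub1 on chromosome 15 at 11920770 (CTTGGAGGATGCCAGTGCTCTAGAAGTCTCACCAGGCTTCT, T21A, a listed stop-gain variant), with 695 B reads and a smallest detectable D share of 0.432%, and Fam100a on chromosome 16 at 4875477 in the 3′ untranslated region (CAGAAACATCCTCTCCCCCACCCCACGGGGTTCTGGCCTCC, C21A), with 685 B reads and 0.438%. Stat3 on chromosome 11 at 100765040 (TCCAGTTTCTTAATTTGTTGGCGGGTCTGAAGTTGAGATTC, G21A, a synonymous change) had 643 B reads. The other B-only SNPs were in Psmd5 (242 B reads), Gnaq (233), Rab4b (223), Bcl6 (213), Kcnd1 (22) and Adra2c (20). Only D reads were counted at 2 SNPs, both in 3′ untranslated regions, in Kcnk3 on chromosome 5 at 30925772 (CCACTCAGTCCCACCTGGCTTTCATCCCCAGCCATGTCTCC, T21C, 231 D reads) and in a RIKEN cDNA gene on chromosome 8 at 123132603 (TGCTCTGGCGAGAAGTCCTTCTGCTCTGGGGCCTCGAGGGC, C21G, 432 D reads). At both, the paper reports the listed D base in D mice. From the 10 SNPs at which the D mice carried the B base, the paper reasons that errors in the listed genomic variants can make false positive ASE calls.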

Importantly, this group of genes did not contribute to the observable effect sizes of ASE (Figure 3B), since only genes with expression of both B and D alleles were included in the boxplot. However, this raises a concern that genomic sequencing errors may cause false positive in the ASE data, even in genes that harbor multiple exonic SNPs. To address that, we removed all SNPs that showed either B or D exclusive expression from our data, and repeated our analysis at the gene level. This reduced the number of genes we could examine from 7988 to 6555, of which 624 showed significant ASE (Additional file 1: Table S4). However, intersecting those genes with the *local*-eQTL studies did not have a great impact on the overlap – i.e. only 50% of these *cis*-eQTLs also had a significant *local*-eQTL. 

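When every SNP with reads of one allele only in all pools was removed, 6923 of the 7990 genes kept at least 1 SNP with reads, and 830 of them had ASE in edgeR's quasi-likelihood test, 547 with B and 283 with D overexpressed. Of the 1415 genes called before, 818 were among these 830, 361 had no SNP left and 236 had SNPs left but were no longer significant. With removal of all SNPs with under 1% of reads from one allele, 620 genes had ASE, and with DESeq2 922 had. In the list used here, 56.4% of the ASE genes left after the removal had a local-eQTL, against 46.6% before. With SNPs under 1% of reads from one allele removed as well, 65.2% did (259 of 397 genes). From this part of its data the paper proposes that sequencing errors affect ASE results but are not the main source of the discrepancy between local and cis-eQTLs.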

Altogether this suggests that sequencing errors may have a substantial impact on ASE results, but are not the major source of discrepancy between *local* and *cis*-eQTL studies.

**Table 2:** **Sequencing validation of SNPs showing exclusive expression of B or D alleles**

Gene	chr	SNP base (mm9)	SNP type	Num reads	RNA seq allele	B (mm9)	D	D by sequence	Control/test	Conclusion
*Kcnk3*	5	30925772	3’_UTR	58	D	T	C	C	Control	TRUE
*1190005I06Rik*	8	123132603	3’_UTR	108	D	C	G	G	Control	TRUE
*Adra2c*	5	35622711	SYN	5	B	T	G	T	Test	FALSE
*Kcnd1*	X	7408739	NS	5.5	B	T	G	T	Test	FALSE
*Bcl6*	16	23974966	NS	53.25	B	T	C	T	Test	FALSE
*Rab4b*	7	27963863	5’_UTR	55.75	B	A	C	A	Test	FALSE
*Gnaq*	19	16207517	5’_UTR	58.25	B	A	G	A	Test	FALSE
*Psmd5*	2	34726327	NS	60.5	B	T	C	T	Test	FALSE
*Stat3*	11	100765040	SYN	160.75	B	G	A	G	Test	FALSE
*Fam100a*	16	4875477	3’_UTR	171.25	B	C	A	C	Test	FALSE
*Sub1*	15	11920770	STOP	173.75	B	T	A	T	Test	FALSE
*Atox1*	11	55263977	3’_UTR	352.25	B	T	A	T	Test	FALSE

### Comparison of *cis*and *local*-eQTL to DNase I hypersensitivity peaks

We then sought to relate our dataset to other datasets of *cis* acting elements. A common marker for *cis* acting elements are DNase I hypersensitive regions, which mark open chromatin. Multiple studies showed that these regions are associated with *cis* acting elements – such as promoters, transcription factor binding sites, insulators or enhancers, and genetic variation in those regions was shown to affect gene expression [34, 35]. Recently the ENCODE consortium published a plethora of data ( http://www.nature.com/encode), which explores the genomic landscape of these regions in human and mouse tissues as well as in cell lines. One of these datasets included DNase I hypersensitive peaks in gonadal fat tissue of two B male mice. Therefore, we predicted that genes with B or D overexpressed alleles will have a different proportion of *cis* acting elements carrying a SNP or indel in the D genome (Figure 4A). Indeed, when we compared the proportion of peaks carrying a SNP or when we quantified the relative amount of DNase I hypersensitivity signal coming from non-polymorphic sites in B or D overexpressed genes (Figure 4B), as measured in B mice, we see a significant difference between the two ASE groups. This effect was not observed for *local*-eQTLs identified in HMDP and analyzed in the same manner (Figure 4C,D). 

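The share of DNase I signal from intact peaks, those without a B to D polymorphism, was taken per gene from Additional file 3, and the direction of ASE from the counts. Values were at hand for 734 of the 1415 ASE genes (51.9%), those in the part of the table used here with at least 1 peak. As a check on the whole set of ASE genes this is void, because too few of its genes have a value, and it describes those 734 genes. The mean intact share was 0.787 ± 0.350 (SD over 561 genes) in B-overexpressed genes and 0.514 ± 0.404 (SD over 173 genes) in D-overexpressed genes, a difference of 0.274 (two-sided permutation test with 100000 permutations, p = 1.0e-05, the smallest p they can give). Among ASE genes called without SNPs that have reads of one allele only the difference was 0.228 (456 genes, permutation p = 1.0e-05). The median number of counted SNPs was 2 in the B-overexpressed and 5 in the D-overexpressed genes. Within strata of that number 0.151 of the difference remained (permutation within strata, p = 1.0e-05). The strata were uneven, with differences of 0.315 at 1 counted SNP, 0.0281 at 2, 0.238 from 3, 0.0996 from 5 and 0.0855 from 9. The paper concludes that cis-eQTLs, unlike local-eQTLs, correlate with polymorphisms in DNase I hypersensitive regions.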

Figure 4 shows that while there is a clear difference between genes with *local-*eQTL and background (p-value < 2e-16), we see no particular difference between *local-*eQTLs based on the direction of overexpression, while we do observe strong difference in the *cis*-eQTL genes (p-value < 0.0001).

**Figure 4:**
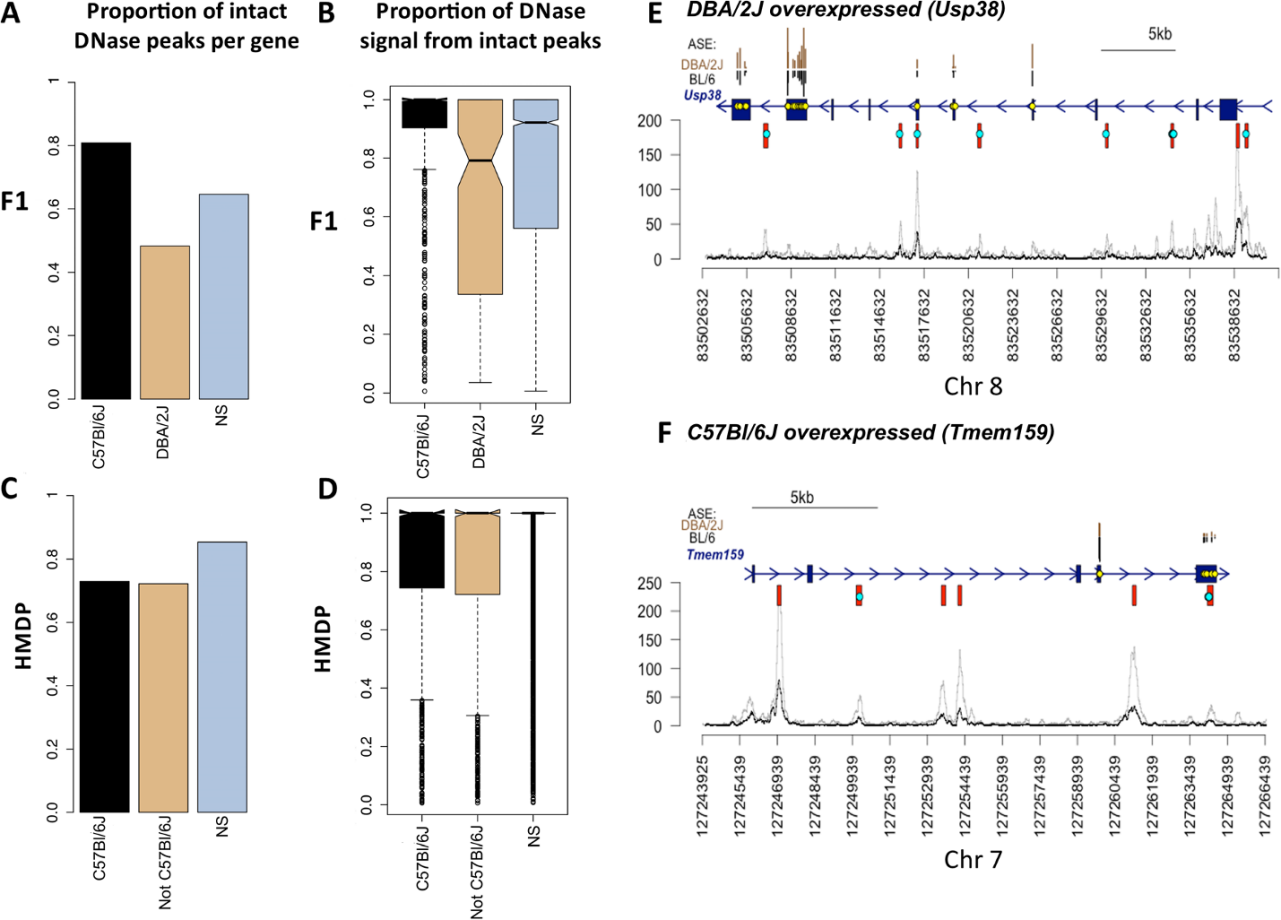
***Cis*** **, but not** ***local*** **-eQTLs correlate to polymorphisms in regions hypersensitive to DNase I.** ENCODE DNase I hypersensitivity data for mouse gonadal fat was obtained from UCSC genome browser. Conserved peaks were defined as overlapping peaks in the two replicates, and only these were used for the analysis. Genes were divided into three groups – eQTLs overexpressing the B allele (labeled B), eQTLs overexpressing the D allele in F1 study or the non B allele in the HMDP study, and genes that had no significant eQTL in the study (labeled NS). Intact peaks were defined as DNase I peaks that do not carry a polymorphism (SNP or indel) between **B** and **D** strains. For each gene we counted 1) total number of peaks 2) total number of intact peaks that overlap with the gene 3) sum of DNase I signal that comes from all peaks overlapping the gene and 4) sum of DNase I signal that comes only from intact peaks overlapping the gene. **A** and **C** show proportions of number of intact peaks per gene in F1 and HMDP data respectively. **B** and **D** show the average amount of DNase I signal obtained from those intact peaks. **E** and **F** illustrate *cis*-eQTLs that either overexpress the D allele (**E**, Usp38) or the B allele (**F**, Tmem159). Gene structure is shown in blue, conserved DNase I hypersensitive peaks are shown in red. Dots indicate SNPs that either overlap a conserved DNase I peak (cyan) or were used to produce allele specific counts (yellow). Original DNase I signal of replicates 1 and 2 is shown in black and grey, respectively. Allele specific counts for D and B are shown in brown and black on the top.

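The 2 genes drawn as examples both passed the strain test. Usp38, with 19 counted SNPs between 83505005 and 83524967 of chromosome 8 (mm9), had 1134 B and 1714 D reads over the 4 pools, a log2 D to B ratio of 0.72 (standard error 0.11, edgeR adjusted p = 5.0e-04), and D exceeded B in each of the 4 pools. Tmem159, with 7 counted SNPs between 127259810 and 127264440 of chromosome 7, had 2109 B and 1215 D reads, a log2 D to B ratio of -0.66 (standard error 0.13, edgeR adjusted p = 0.00349), and B exceeded D in each pool. Both kept their direction and their side of the threshold in every alternative run for them.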

If we restrict the analysis to intersect of ASE genes that are also *local-*eQTLs, as expected we see that the DNase I signal in that group is less pronounced than in the *cis*-eQTL group, and more pronounced than in the *local-*eQTLs, being closer to the effect in *cis*-eQTLs. While we observe an effect in all groups of *cis-*eQTLs (based on overlap with *local*-eQTLs), the greatest effect is in the *cis-*eQTLs identified in F1 only.

## Conclusions

Following the era of genome-wide association studies, where the majority of variants associated with complex traits were found to be non-protein coding, and presumably regulatory, great effort is being invested in exploration of genetic variation that affects gene expression. In the recent years numerous publications have focused on the identification of “*cis*-eQTLs”, yet the vast majority of them define “*cis”* based on the distance between the genetic variant and the transcript, without direct evidence for ASE, thus in fact exploring *local* rather than *cis-*eQTLs. In this paper we carefully examined allele specific expression directly in adipose tissue of F1 heterozygous mice from parental B and D strains and compared it to previously identified *local*-eQTLs in two related mouse study cohorts. We identified >1000 genes that show evidence of *cis*-eQTL regulation in mouse adipose tissue of F1 mice, a number consistent with previous studies of ASE in various cell and tissue types. Hundreds of these were not identified by *local*-eQTL analyses in our F2 and HMDP cohorts, even though these approaches were sufficiently powered to identify the majority of such effects. Various limiting factors (e.g. different genetic background, sex matching, age matching) have been suggested as potentially significant contributors to the substantial discrepancy between *cis*-eQTL identified by ASE and *local*-eQTL mapping. However, our analysis suggests that the substantial difference between these may only in part be attributed to technical differences in sample ascertainment or analysis specifics. We observed limited effects of heterogeneous genetic background, as well as that of sex specificity, on concordance between *cis* and *local*-eQTL mapping, suggesting they are unlikely to be major contributing factors to this discrepancy.

Rather we propose that these are conceptually different and complimentary methods of identifying potential *cis*-regulation of gene expression. *Local*-eQTL mapping relies on variation in total gene expression between the three potential genotypes, while *cis*-eQTL mapping with ASE in heterozygotes relies on distribution of ratios of allele specific expression within each individual. The former compares differences in total expression assuming that other types of biological regulation and environmental factors acting in *trans*, will not mask or skew the differences in gene expression between the possible allelic combinations. Therefore, for *local*-eQTL approach to be successful, we need to assume that the strength of *local*-eQTL relative to all other regulators of gene expression is high, and that a relatively large number of individuals are studied. On the other hand, *cis*-eQTL mapping with ASE in heterozygotes reflects true *cis* effect in a completely matched, but specific environment of the heterozygous individual. It is theoretically possible to examine ASE in each and every individual separately. F1 mice represent a unique type of genomic situation where the animal is heterozygous for all variants that exist between the two strains. It is possible that some *cis* acting variants act in concert with *trans* acting variation, thus their effect would only be apparent if both are present. In such cases F1 provide the ideal genomic environment, since they are heterozygous for all possible *trans* and *cis* acting variants, while such effects would be more limited in F2 and HMDP mice. At the same time, in F1 mice both of the alleles share exactly the same genetic and cellular environment and ASE ideally represents true variation in transcription that arises from *cis* acting variation. Consequently *local*-eQTLs that are not replicated in ASE studies potentially represent *local trans* acting variants. We show evidence that effect size, and therefore sensitivity, has a significant impact on likelihood of *local*-eQTL being replicated by the *cis-*eQTL study. This is consistent with the generally accepted view that *cis*-eQTL have higher impact than *trans* acting variants on gene expression. Also, our approach to *cis*-eQTL mapping was limited by low number of samples, which restricts our conclusions. Nevertheless, we believe that the high proportion of non-replicated *local*-eQTLs, even when taking into account sex and genomic heterogeneity, together with the DNAse I peak data (discussed below) suggest that a considerable proportion of *local-*eQTLs may in fact act in *trans*.

Alternatively, the *local-*eQTLs studies were sufficiently powered to detect most *cis*-eQTL signals in the F1 data. Therefore, we suggest that *cis*-eQTLs, which are not replicated in *local-*eQTLs studies, represent genes where the relative contribution of *trans* acting factors to expression regulation is high, or instead where *cis* acting element resides far from the gene locus. The newly identified *cis-*eQTLs show higher effect, and larger variability of that effect, than the ones that replicate in *local*-eQTL studies, which is consistent with both explanations being relevant. The smaller effect sizes likely represent genes for which *trans* regulation plays a major role, while genes with strong *cis* acting elements suggest that some *cis* variation reside too far from the gene to be identified by *local*-eQTL mapping, consistent, for example with long range enhancer promoter interactions.

Finally, it is also possible that some of these genes represent false positive hits in our ASE analysis. Indeed, our sequencing results indicate that many of the genes with exclusive BL6 expression and only a single exonic SNP available for ASE analysis may reflect sequencing errors, resulting in somewhat inflated *cis*-eQTL numbers. However, we did not include genes with exclusive expression in the analysis of effect sizes, therefore this artifact is not a limiting factor of new *cis*-eQTLs with large effect sizes. In genes where multiple exonic SNPs are available, our analysis of discrepancies in ASE between exons within the same gene, and of SNPs within the same exon, indicates that false positive *cis*-eQTLs are not a prominent concern in our study.

Others previously suggested that *local*-eQTLs acting in *cis* map in general very close to transcription start site, and that variation in DNase I supersensitive sites accounts for much of the *cis* acting variants [35]. Interestingly, our ASE results correlate extremely well to genetic variation in independently acquired set of DNAse I sensitivity peaks in this tissue, which we believe provides an additional validation of the ASE approach. This signal indicates that DNAse I sites harboring a genetic variant between B and D strains, are associated with genes that show reduced expression of B allele in F1 mice. Additionally, we did not find a significant difference in the total number of DNase peaks or total DNase signals between the groups (data not shown) in B mice. This in general would be consistent with a situation where the total level of expression of a gene is driven by elements that are stronger than the effect of the *cis* acting variant, such as biological feedback loops. In ASE measurements the *cis* effect would still come to light, independently of the total expression (that may remain unaffected). Currently much of the research effort in biology focuses on generation of large, comprehensive genome wide datasets, such as ENCODE project. One of the aims of such efforts is being able to look for correlations between the biological signals, in hope that they will lead to better insight on how these signals translate into phenotypes. Classification of variants as *cis,* as opposed to *trans* has implication on the likely molecular mechanisms that are involved in its action. In this realm, identification of a comprehensive set of genes that are under true *cis* regulation is important when comparing different types of genome wide data associated with potential *cis*-active elements, such as DNase I peaks or histone markers, to actual gene expression. Misclassification of variants between the two groups will in turn lower the power of such studies, or lead to spurious results.

Nonsense mediated decay (NMD) is a well documented mechanism of transcript degradation in cases of premature stop codons or aberrant splice pattern (recently reviewed in [29]). Yet, only few studies have looked at the generality of this mechanism, and a recent human study suggested that most variants resulting in premature stop codons may escape NMD through unknown mechanisms [30]. Our data support the conclusion that only ~30% of such variants lead to significant reduction in expression of the impaired allele, suggesting that either NMD acts selectively only on specific transcripts or that there are additional, unknown mechanisms that allow transcripts to avoid it.

In addition to *cis*-eQTLs, ASE was effectively used to search for genes with parent of origin effects, commonly termed parental imprinting. Typically parental imprinting is spatially and temporally restricted, and outside of these restrictions imprinted genes tend to be expressed from both alleles. However, due to the monoallelic expression in certain tissues and developmental stages, mutations in one of the alleles may act as dominant and lead to devastating phenotypes [36–38]. Earlier studies had identified only ~150 mouse genes that show either maternal or paternal expression ( http://igc.otago.ac.nz/home.html, http://www.geneimprint.com/). Other studies suggested based on ASE that his may be a much more common phenomena and that it potentially may be sex specific [15, 20], yet later studies found it challenging to replicate these results both in mouse and human [14, 26]. In our study we identified only 5 genes that clearly show parental imprinting, all of which were previously described as such (*Meg3*, *Zim1*, *Ndn*, *Trapcc9*, *Sgce*). Surprisingly, one gene - *Trappc9*, shows paternal expression in our data, while it is known as a maternally expressed gene in other situations and only one previous report suggested that *Trappc9* gene may be expressed from the paternal allele. Mutations in the maternal allele of *Trappc9* result in mental retardation; therefore, we find it of particular interest that *Trappc9* expression can be switched to paternal allele. Indeed, if that mechanism is inducible, it conceivably may be used to benefit patients with mutations in maternal copy of *Trappc9*.

Another significant aspect of our work is the detailed analysis of ASE calling approach. In this paper, we demonstrate an inclusive approach to ASE analysis, which aims to reduce the amount of filtered SNPs but not at the expense of false positive rate. We show that the artifact introduced by counting closely located SNPs has a significant impact only over a limited distance, which is considerably shorter than the read length. In addition we show that ASE analysis can be reliably performed using the entirety of SNP counts, if using aggregate counts for genes combined with a statistical approach developed for RNAseq. However, it is important to note that F1 data, which effectively does not require phasing of haplotypes, is an ideal test case for our approach.

Application of this methodology to more complex designs, such as human data or other heterogeneous population will require accurate phasing of the haplotypes across each locus. Nevertheless our preliminary comparison of SNP versus gene-based results suggests that this may be a worthwhile effort that can potentially considerably reduce the amount of false positive data. Another possible limitation of our analysis is that summation of SNP counts across the entire locus may mask true signals in cases of isoform specific regulation. To address this we analyzed ASE using the sum of SNP counts over an exon, and tested ASE in an exon by exon manner. We then looked at genes with at least one pair of exons that would show significant ASE but in opposite direction. If isoform specific regulation is indeed a common true biological phenomenon we would expect those genes to have more than one known isoform. Yet, 26 out of 28 cases of discrepant exon pairs occurred in genes with only one known splicing isoform, suggesting that vast majority of these are false positives.

To summarize, our study indicates that along with significant overlap, there are also profound differences between results of *local* and *cis-*eQTL mapping approaches, such that these should be considered complimentary methods of assessing potential *cis*-regulation of gene expression. We believe that our data show that at least some of the previously considered technical artifacts are not sufficient to explain this difference, suggesting that both distant *cis* regulation and strong *trans* regulation play a bigger role in gene expression than previously appreciated. Also, we implement a new approach to analysis of ASE in RNAseq data that does not require SNP filtering on the one hand, but yields fairly conservative results on the other. Using this approach we identified at least >1000 genes that are under *cis* acting regulation in adipose tissue of adult mice, including genes implicated to be involved in adipogenesis and other processes relevant to common human diseases. Finally we identified only a handful of parentally imprinted genes, and find no evidence of genome wide imprinting in our data.

## Methods

### Mice and tissues

All animal experiments were reviewed and approved by the UCLA IACUC. Reciprocal F1 male and female mice were generated by breeding the parental strains in the vivarium at UCLA. F1 pups were weaned at 28 days and fed a chow diet (Ralston-Purina Co) until euthanized at 16 weeks of age, with adipose tissue harvested at that time. Immediately after harvesting, adipose tissue was frozen in liquid nitrogen, and remained frozen at -80°C till RNA extraction. All mice were fed *ad libitum* and maintained on a 12-hour light/dark cycle.

### RNA extraction and QC

RNA was extracted from frozen adipose tissue using Qiazol and Qiagen miRNeasy kit (Cat. #217084) according to protocol, with one modification: to get rid of the lipids we added an additional slow centrifugation step (3 g for 5 min) before doing chloroform extraction. In this step the Qiazol homogenate separates into 3 phases – low, pink, Qiazol with the organic molecules, top – viscous and transparent lipid layer and a thin layer of debris between them. We only used the bottom clean layer to proceed with chloroform extraction and column purification, following the Qiagen protocol exactly. All RNA samples were submitted to BioAnalyzernano-RNA chip analysis, yielding RIN numbers >8.5.

### Library preparation for Illumina sequencing

RNA libraries were made from equimolar pools of RNA, created from 3 BxD and DxB males and females samples. Library preparation was performed as recommended by the manufacturer (Illumina, Hayward, CA,USA). Briefly, PolyA mRNA was isolated and fragmented. First strand cDNA was prepared using random hexamers. Following second strand cDNA synthesis, end repair, addition of a single A base, adaptor ligation, agarose gel isolation of ~200 bp cDNA and PCR amplification of the ~200 bp cDNA. The liver samples were sequenced using the Illumina 1G Genome Analyzer to a coverage of approximately 40 million single end reads of 75 bp. Adipose samples were sequenced with the Illumina HiSeq2000 on paired end 55 bp reads to ~180 million reads per sample.

### Read mapping

In the first step for the ASE detection one has to detect the locations where each read was generated relative to the reference genome, thus we align the reads to the mouse reference genome B (mm9). Given we have pair-end reads of length 50 bp from adipose tissue, we treated each pair as two single-end reads and mapped each one independently. Since paired end reads do not carry independent information, we also repeated the counting process using only one of the mate pairs to be counted. This produced very similar normalized allele specific counts (cor = 0.99) and fold changes (cor = 0.95). We aligned the reads to mm9 genome using mrsFAST [38] allowing up to three mismatches. To help address reference alignment bias, all known D variants were masked to N in the reference genome. This procedure reduced the bias by 2.3 fold, mostly affecting the B specific counts (Additional file 1: Figure S11). The reads were divided into two sets. The first set of reads is the mapped reads, which mapped to the reference genome with three or less mismatches. The second set of reads are those that fail to map to the reference genome. Some of the reads obtained from RNA-seq fail to align to the reference genome as they span the exonic junctions; we refer to this set of reads as unmapped reads. In the next step we map the unmapped reads using the Tophat ( http://tophat.cbcb.umd.edu/ and also see [39, 40]), which is a software design to align the reads to the genome by allowing a break in the reads. Tophat perform the mapping by breaking the read into shorter fragments and map each fragment independently. The reads aligned to the genome in this process were added to the mapped read set. In this step we ignored the reads that map to more than one position in the genome. Thus, only uniquely mapped reads are considered in our analysis. We selected reads with base modifications of the RNA located in one exon, and corresponding to a known genomic SNP between D and B. GEO accession: GSE58239.

### Statistical analysis of ASE

Allele specific expression analysis is discussed in detail in supplementary materials. Briefly, allele specific counts were summed over each gene and strain specific counts were treated as separate RNAseq samples. Differential expression for imprinting or *cis*-eQTL purposes was analysed with DEseq, applying cut-off of FDR corrected p-value < 0.05.

### DNase I hypersensitivity peak analysis

DNase I hypersensitivity peaks data generated by ENCODE project from gonadal fat pads of two male B mice was downloaded through tables tool at UCSC genome browser ( http://genome.ucsc.edu/ENCODE/, wgEncodeUwDnaseGfatC57bl6MAdult8wksPkRep1.narrowPeak.gz and wgEncodeUwDnaseGfatC57bl6MAdult8wksPkRep2.narrowPeak.gz). Narrow peaks, from the two replicates were compared using BEDtools ( http://code.google.com/p/bedtools/), and only peaks that overlap between the two replicates were analyzed. SNPs and indels between B and D were downloaded from Welcome Trust consortium at the Sanger institute ( http://www.sanger.ac.uk/resources/mouse/genomes/), variations were filtered to be polymorphic between D and B strains using in house script.

DNase I hypersensitivity peaks were then overlapped with SNPs and indels using genomic coordinates. For each gene, all peaks within that gene and up to 0-10 kb around the gene were considered. Genes that were assayed for allele specific expression in F1, and had at least 1 peak associated with them, were divided into 3 groups based on adjusted p value (0.05 cutoff) of the ASE and fold change of the alleles – B overexpressed, D overexpressed and neutral. First we calculated the average proportion of peaks harboring a SNP or indel for each group. For quantitative analysis of DNase I peaks, we calculated the proportion of DNase I signal for each gene that is derived from peaks that are not polymorphic in D, we called this proportion an F ratio.

## Electronic supplementary material

Additional file 1: **Includes detailed supplementary materials and methods section.**

Additional file 2: **Is a table of all ASE metrics for all of the examined genes.**

Additional file 3: **Is a table of information regarding eQTL status in HMDP, F2 or F1 and DNase I hypersensitivity peaks for all genes analyzed.**

# Supplementary material for: Allele-specific expression and eQTL analysis in mouse adipose tissue
**Source:** BMC Genomics. 2014 Jun 13;15(1):471. doi: 10.1186/1471-2164-15-471
**Supplement:** Supplementary file 1 — Additional file 1: Includes detailed supplementary materials and methods section.

**Supplementary Information**

**Allele specific expression and eQTL analysis in mouse adipose tissue**

Yehudit Hasin-Brumshtein, Farhad Hormozdiari, Lisa Martin, Atila van Nas, Eleazar Eskin, Aldons J. Lusis and Thomas Drake

**Note: references given refer to the primary manuscript**

***Materials and Methods***

**Allele specific expression analysis**

*Filtering of close SNPs* - one common technical bias in allele specific counts is high concordance of counts between closely located SNPs. This reflects both true underling biological phenomena– correlated transcription of close SNPs, and a technical bias – counts for SNPs that are separated by genomic distances shorter than the sequenced read length, are derived from the same exact reads. While concordant transcription of SNPs is expected and may be exploited to analyze ASE, the technical bias may artificially enhances biological correlation, leading to spurious results. One possible way to resolve this bias is simply to choose only one SNP within the distance equivalent to read length and remove all other from analysis. Yet, if we further consider the effect of this bias it is evident that for reads of length *k*, SNPs that are separated by only 1bp will have a greater number of counts derived from the same reads than SNPs separated by *k-*1 bases. Moreover, with the increasing read length of most sequencing technologies, this correction approach may end up removing significant amount of data from the analysis(~25% of the SNPs for *k* =50bp, ~35% for *k* =100bp reads, Figure S1), undermining the power of ASE analysis while potentially being overly conservative.

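Of the 49767 exonic SNPs listed in the count files, keeping the first SNP of any cluster within 18 bp in the same exon left 44210 and removed 11.2%. The same rule at 50 bp left 39054 and removed 21.5%. At the gene level the choice had a small effect on the number of ASE genes, with 1429 when no SNP was removed, 1415 at 18 bp and 1397 at 50 bp.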

Minimum distance between retained SNPs (bp)

Proportion of retained SNPs

Figure S1: Effect of filtering close SNPs on data completeness

Thus, as a first step, we decided to examine the extent of this bias by determining the concordance of total read counts between pairs of consecutive SNPs as function of distance between these SNPs. We focused on pairs of consecutive SNPs (pairs assigned in a sliding window manner, so each SNP may contribute to only two pairs), which reside in the same exon and are separated by 0-100bp. In our case read length is 50bp, therefore reasoning that concordance of counts for pairs separated by 51-100 bp cannot be attributed to using the same reads, and more closely reflects true biological correlation over the same distance as our read length. To our surprise, although our reads are 50bp, SNPs that were separated by more than 18bp did not show greater concordance than SNPs separated by 51-100bp (Figure S1A-D). Thus, for any cluster of SNPs that reside within the same exon or intron and are separated by 18bp or less we only use the first SNP of the cluster in our analysis, and we retained all SNPs that are separated by 19 or more nucleotides.

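Total counts over the 4 pools were compared between consecutive SNPs of one exon, before any filter on close SNPs. The squared Pearson correlation was 0.9101 over 6008 pairs that lie 1 to 18 bp apart, 0.5284 over 6040 pairs that lie 19 to 50 bp apart, and 0.6890 over 5141 pairs that lie 51 to 100 bp apart. Pairs of SNPs are not independent replicates, and on raw counts a few deeply covered pairs weigh most. On log2 counts the values were 0.972, 0.885 and 0.782 in the same order, and Spearman's rho was 0.986, 0.941 and 0.882, so that on these scales the concordance fell steadily with distance and was higher at 19 to 50 bp than at 51 to 100 bp.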

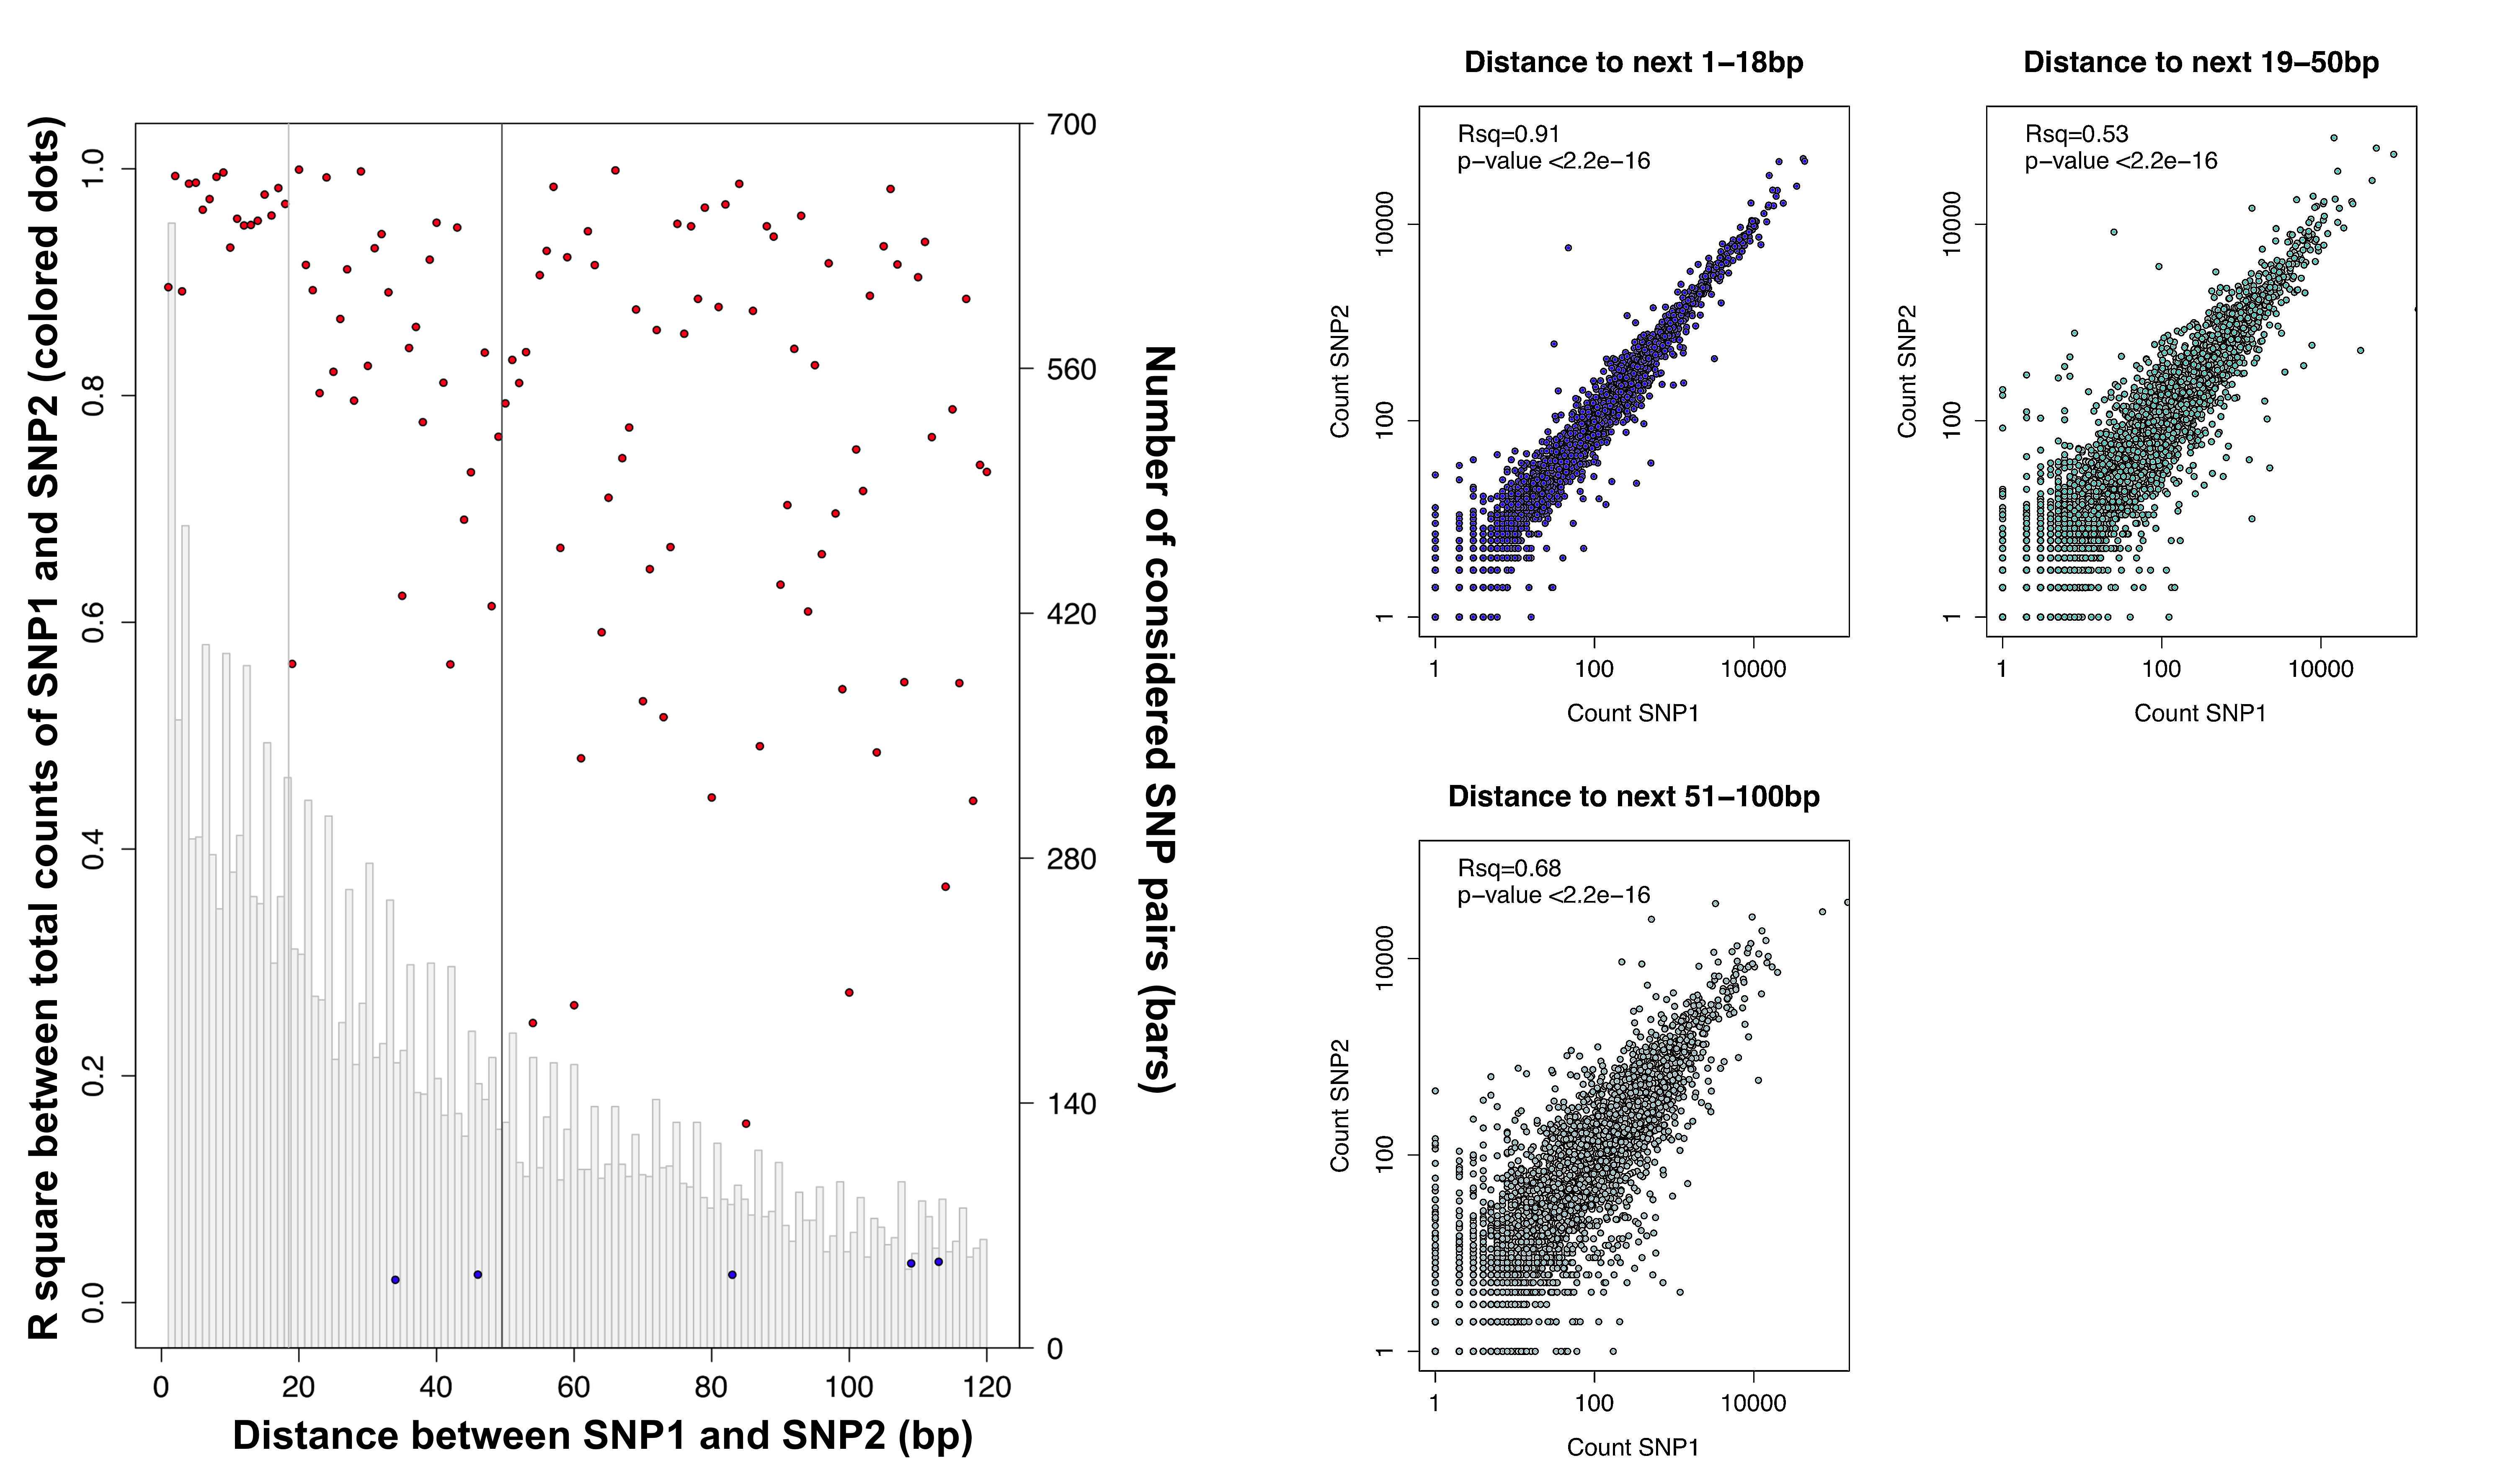

A

B

**Figure S2. Concordance of counts between consecutive SNPs residing in the same exon as a function of distance**.

**A**. R^2^ between the counts of SNP1 and SNP2 (dots, left y axis) as a function of distance and number of examined SNP pairs (bars, right y axis). Grey line was drawn at 18bp (implemented cutoff) and 50 bp (actual read length for this data) **B**. Scatter plots of SNP1 and SNP2 counts in cumulative data over specific distance range (1-18bp, 19-50bp and 51-100bp).

Another technical bias that is inherent to F1 analysis of mouse samples is preferential mapping of B alleles compared to alleles of any other strain (in our case D), as reflected in the average ratio of B to D in all our samples (1.15-1.21, Table 1-*B to D ratio*). This is a known issue in mapping of F1 RNAseq data, typically attributed to using mouse reference genome, which is essentially a B genome. 

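Over all covered SNPs the ratio of B to D reads was 1.17 in the BxD female pool, 1.21 in the DxB female pool and 1.16 in both male pools. Over exonic SNPs the mean of the 4 pools was 1.18. Without SNPs that have reads of one allele only it was 1.15, the median over genes of the ratio within a gene was 1.08, and without SNPs that have under 1% of reads from one allele, added after the values were seen, it was 1.06, the alternative that moved it most. Each of these lay above 1 in all 4 pools. The paper attributes the excess of B to preferential mapping, since the mouse reference genome is that of B.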

Theoretically, it should be possible to correct for this bias, by constructing a D genome, mapping all data to both references and extracting the best mapping for each read, or alternatively masking each variant base to N – making the effect equal on both strains. Since this would require a considerable bioinformatic effort, we first sought to check whether such approach is likely to alleviate the problem. Allowing up to 3 mismatches in each read, we reasoned that allele specific counts of SNPs which do not have any additional variant within 50bp should not be influenced by this bias and have equal coverage of B and D alleles. Surprisingly, even those SNPs still show a considerable bias towards B mapping (1.09-1.14, Table 1, *B to D ratio* in parenthesis). Therefore, we believe that the simplistic approach of constructing a D reference by replacing the SNPs and using both references for mapping will not be an effective solution, and we chose to proceed with the analysis bearing in mind that we have more power to detect significant overexpression of B alleles than D.

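SNPs with no other listed SNP within 50 bp gave a ratio of B to D reads of 1.08 in the BxD female pool, 1.13 in the DxB female pool, 1.08 in the BxD male pool and 1.07 in the DxB male pool, over all SNPs of the files. Among exonic SNPs that have reads of both alleles, the mean ratio of the 4 pools rose with the number of other listed SNPs within 50 bp, from 1.07 with none to 1.16 with 1, 1.20 with 2 and 1.97 with 3 or more. These are ratios of summed reads, in which deeply covered SNPs weigh most, and the pools share the same SNPs. The median ratio of single SNPs with at least 10 reads was 1.05 with no neighbour, 1.08 with 1, 1.12 with 2 and 1.49 with 3 or more. The mean ratio of summed reads was 1.04, 1.03, 1.13 and 1.54 in the same order when SNPs with under 1% of reads from one allele were removed. The share of SNPs at 10 or more reads counted from B only rose from 3.59% (803 of 22384) with no neighbour to 8.10% (162 of 1999) with 3 or more, while the share counted from D only was 0.286% and 0.150%. The paper reasons that SNPs without a further variant within 50 bp should be free of this bias at the mismatches it allowed, and states that they still show it.

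**Figure D3:**
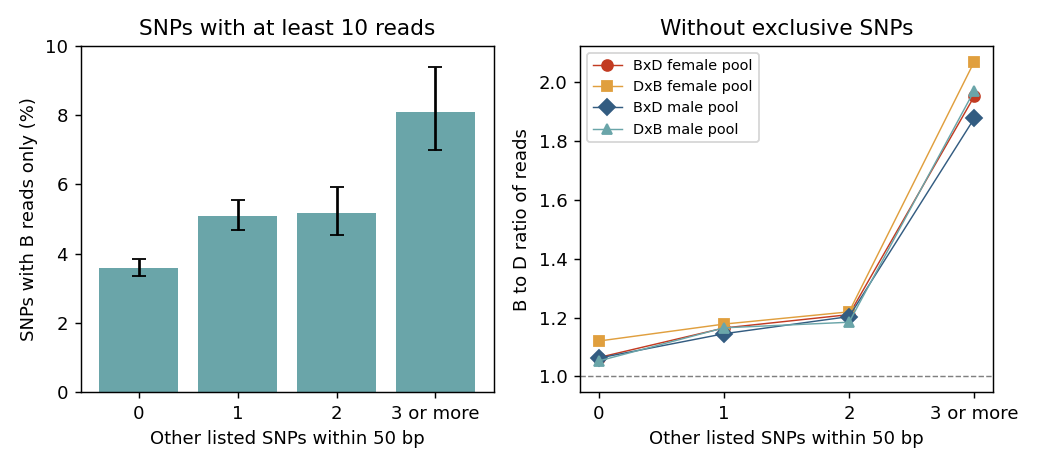
Left, percent of exonic SNPs with at least 10 reads over the 4 pools that have B reads only (bars, with 95% Wilson intervals), by the number of other listed SNPs within 50 bp. Right, ratio of B to D reads in each pool (points joined by lines) for SNPs with reads of both alleles, with a dashed line at 1. The share rises from 3.59% to 8.10% and the mean ratio from 1.07 to 1.97.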

*Choice of statistical test and filtering of low coverage SNPs* - our next goal was to choose a reliable and inclusive statistical approach to determine a list of genes that show significant evidence of ASE. In RNAseq, ASE is measured directly by counting the alleles in reads originated from heterozygous samples. Deriving the ratio of expression in a genome-wide manner typically results an array of values centered around 1, and significant deviation from that ratio is considered evidence of ASE. Yet, since this is a relatively new technique, the statistical approach to determining how much of imbalance is statistically significant evidence of ASE is debatable. The most inclusive approach uses chi-square or Fisher exact test statistic on SNP by SNP basis with some p value cutoff, and defines every gene that has at least one SNP passing the cutoff as significant. Indeed, this approach was used in several earlier studies, but it led to large proportion of irreproducible results (15,21). Subsequently, suggested improvements include read count cutoff for SNPs that are included in the analysis, estimation of false positive rate by considering SNPs in the same exon, and finally aggregation of read counts per gene based on haplotype phasing (14). On the other hand limiting oneself to SNPs with only certain count cutoffs may exclude a considerable proportion of genes from this analysis, and skew the distribution of counts. 

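Figure S3 shows how many SNPs and genes remain at a minimum read count. Summed over the 4 pools, 38304 of 49747 covered exonic SNPs (77.0%) had at least 10 reads, and 6739 of 8133 genes (82.9%) had such a SNP. With at least 10 reads required in each pool, 49.4% of the SNPs and 62.2% of the genes remained. In single pools 61.9% to 66.8% of the covered exonic SNPs had 10 reads. When intronic SNPs were included, 84114 of 305154 covered SNPs (27.6%) had 10 reads over the 4 pools, in 70.7% of 11222 genes.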

For example, if we limit ourselves SNPs with 10 reads or more (an arbitrary, but commonly used cutoff) this will reduce the number of assayed SNPs to ~15% and number of genes to ~40% of the original data (Figure S3). Therefore we sought for an approach that will allow us to analyze all SNPs on one hand, but have conservative statistic on the other.

**Figure S3**: Implementing minimal read count cut off drastically reduces the number of examined SNPs (red) and represented genes (black).

Allele specific counts are generated per SNP per sample, and the underlying assumption of the entire ASE analysis is that transcription of both copies of a gene is independent. Under this assumption, allele specific counts can be treated as individual RNAseq samples, using strain as biological condition. Conceptually, this approach is analogous to testing differential expression of genes between different biological conditions, only using a subset of reads that align at polymorphic positions rather than aggregate counts for a genomic region. Testing differential expression of genes is a much more developed application of RNAseq, which received great attention in the recent years. Indeed early papers and methods for RNAseq analysis of genes employed chi-square based statistic, till Anders and Huber and others showed that this approach leads to greater proportion of false positives, and that the negative binomial distribution seem to better represent the underlying noise in distribution of RNAseq read counts (22). Subsequently, in recent years practically all of the most commonly used packages for differential expression of genes, including cuffdiff (http://cufflinks.cbcb.umd.edu/), edgeR (http://www.bioconductor.org/packages/release/bioc/html/edgeR.html) and others utilize this type of statistic. We reasoned that, since SNP specific counts are basically a subset of RNAseq mapped read counts, and likely suffer from the same underlying biases (some of which may be not completely understood), a package for differential expression of genes may be better suited to analyze allele specific counts than a chi-square test. A significant advantage offered by these packages, is that they utilize complete count data without any filtering of the genomic features (SNPs or genes in our case) based on counts or any other criteria, and they were developed to handle samples with different coverage – so they also take into account the mapping bias in our samples. Of the various packages that may be used and which generate comparable results, we chose a relatively conservative one, DEseq, to test for differential expression between alleles and compared the results to use of Fisher exact test on a SNP by SNP basis. To evaluate the utility of DEseq and Fisher exact test we looked at concordance of B to D fold changes of SNPs residing within the same exon, and at number of identified exons with significant ASE (Figure S4). Our assumption was that SNPs in the same exon are transcribed together, thus we expected that for exons with multiple SNPs showing significant ASE the fold change of B to D allele will be favoring the same strain, while discordant fold changes indicate false positive results. We computed both statistics - Fisher exact test and DEseq, for every SNP on a sample specific basis (BxDF, DxBF, BxDM and DxBM). To look at concordance between the samples, for DEseq, we used samples specific B and D counts as replicates in a combined analysis (ALL), while for Fisher exact test we used intersection (ALL) or union (ANY) of all significant SNPs within the four samples. If at least one pair of significant SNPs showed opposite direction of B to D ratio we called this exon discordant. Altogether DEseq had 2-3 fold lower rate of discordant exons (Figure S4A) on sample specific analysis, it identified 60% more significant exons when using all four samples for analysis (969 versus 604, figure S4A “ALL”).

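In sample specific tests, here by the Fisher exact test with Benjamini-Hochberg adjustment, the share of discordant exons was 2.11% in the BxD female pool, 1.89% in the DxB female pool, 2.14% in the BxD male pool and 1.31% in the DxB male pool, of 7302 exons with several SNPs. The pools had 3408, 3247, 3349 and 2813 exons with a significant SNP in the same order. A model with replicates cannot be fitted to a single pool, so edgeR was run on the 4 pools together, where 3533 exons had a significant SNP and 1.70% were discordant. Requiring significance in all 4 pools left 1635 exons with the Fisher exact test.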

In sample specific tests DEseq is much more conservative than FET, but also much less sensitive. We used two extreme approaches to combining results of FET over multiple samples – “ALL” where only SNPs significant in all samples are deemed as such, or “ANY” which represent the union of all significant SNPs in at least one sample. On the other hand, DESeq employs multiple samples to assess variability within biological condition (strain in our case) and outputs one statistic per SNP “ALL”. Indeed we see that when utilizing all 4 samples, DESeq rate of discordant exons approaches the rate of conservative, while identifying more ASE exons.

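The discordant share of 1.70% (124 of 7302 exons) in the edgeR test over 4 pools lay between the 0.548% (40 exons) of the Fisher exact test when significance in all 4 pools was required and the 4.56% (333 exons) when significance in any pool was enough. It was within the range of the single pools. The exact binomial test against equal counts gave 0.425% and 3.40% for the same combinations. The edgeR test marked 3533 exons, against 1635 for the intersection and 5421 for the union of the Fisher tests.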

**Fig S4: Comparison of DEseq and Fisher exact test for analysis of ASE**

DESeq (red) and Fisher exact test (FET, grey) performance on ASE data. BxDF/BxDM/DxBF/DxBM indicate sample specific analysis. “ALL” indicates analysis that combines all samples (DESeq) or overlapping of significant results from FET. “ANY” indicates union of all significant results from FET. of

**A.** Rate of discordant exons

(% of exons with at least 2 significant SNPs showing opposing effect, out of all exons with multiple SNPs) **B.** Number of identified ASE exons.

We further showed that the number of identified exons with ASE increases proportionally to the number of samples used in our analysis (Figure S5), suggesting that increasing number of samples would considerably expand this list, and that our list of significant ASE is not exhaustive.

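With counts summed per exon, 2629 of 21361 exons had ASE in edgeR's quasi-likelihood test over 4 pools. The 4 sets of 3 pools gave between 1977 and 2216 exons with a median of 2100.0, and the 6 sets of 2 pools gave between 755 and 2405 exons with a median of 1726.5. The range between sets of 2 pools was wider than the rise of the medians. No test with replicates is possible for 1 pool. The paper proposes from this rise that its list of ASE is not exhaustive.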

**Fig S5: Number of ASE exons is proportional to number of biological replicates.**

Number of ASE exons identified by DEseq depends on variance of allele specific counts, an estimate sensitive to number of available biological replicates.

**A**. Number of ASE exons at 0.05 FDR, using 1-4 samples per condition.

**B.** Relative increase in numbers of identified ASE, as function of number of replicates used.

*Summation of allele specific counts per haplotype*

Another question relevant to the analysis is how to determine genes that have significant ASE from SNP by SNP data. One difficulty is that genes harboring multiple SNPs tend often to have only one or two SNPs being significantly biased, and these may even show discordant allele specific ratio. 

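Of 11222 genes with a covered SNP, exonic or intronic, 77.3% were covered in all 4 pools and 84.0% in at least 3. Of the 305154 covered SNPs in these genes, 30.2% were covered in all 4 pools and 43.1% in at least 3. For exonic SNPs alone the sharing was higher, with 77.3% of 49747 SNPs in all 4 pools and 84.7% in at least 3, in genes of which 85.5% were covered in all 4 pools.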

Another difficulty with SNP by SNP analysis is that while they largely represent the same genes shared between different samples (77% represented in all samples and 83% in at least 3 out of 4) the SNPs themselves are not necessarily the same – only 30% are shared among all samples, and 43% are present in 3 out of.

Aggregating allelic counts over exons or genes is more illustrative of our understanding of the underlying biology but requires accurate phasing of the haplotypes. In this realm, the F1 design offers a significant advantage, since they inherit complete chromosomes from each of the parental strains, therefore allelic counts for each of the strains are phased by definition. We compared ASE analysis of aggregated counts over exons or genes to SNP by SNP approach. First we aggregated SNPs over exons, and analyzed those counts with DEseq using all samples as biological replicates. We then compared this to analyzing exons on SNP by SNP basis (deeming exon as ASE if it has at least 1 significant SNP). 

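The exon level test called 2629 of 21361 exons by summed counts, and the SNP by SNP test marked 3533 exons by at least 1 significant SNP among 44193 tested, of which 5363 were significant. The 2 sets shared 2537 exons, nearly all of those called by summed counts. With DESeq2 in place of edgeR 2404 exons and 4049 SNPs passed.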

The exon level analysis yielded similar numbers in terms of total number of significant exons (1977 versus 2032) with >80% (1660) overlapping between the two. However, the analysis of exon aggregate counts deemed >60% (26 out of 42) discordant exons as not significant.

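Of the 124 exons with at least 2 significant SNPs of opposite direction, 97 were not significant when the counts of their SNPs were summed over the exon in edgeR's quasi-likelihood test. Opposite counts cancel in the sum, so this loss was largely set by the choice of exons.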

We further extended this approach to aggregating the allele specific counts over the entire gene region, and looking at concordance of B to D ratio among exons of the same gene. Gene level aggregation reduced the number of genes with significant ASE relative both to exon and SNP based approaches by 30-50%, leaving 1263 genes with significant effect of ASE. In addition, while exon based aggregates yield 39 genes with at least 2 significant exons with opposing B to D fold changes, only 14 of these still showed significant ASE at the gene level. 

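Summing counts over genes gave 1415 genes with ASE, against 1867 genes with at least 1 exon called by summed counts and 2473 genes with at least 1 significant SNP.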

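In 61 genes at least 2 exons had significant ASE of opposite direction by summed counts, and 22 of these genes were significant at the gene level in edgeR's quasi-likelihood test. Opposite exons cancel in the gene sum, so a loss of significance was likely from the choice of genes. With exons of at least 10 counts only, 64 genes had such exons.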

While it is conceivable that discordance between exons within the gene may stem from differential regulation of isoforms, most of the genes (27 out of 39) that have at least two exons with significant ASE and opposite strain preference have only one known isoform in RefSeq, thus probably representing technical limitation rather than true biological phenomenon. Therefore we decided to use aggregate allele specific counts over gene and DEseq for analysis of ASE.

**Supplementary Figures**

**Fig S6: Sex specificity of allele specific expression**

Comparison of ratios of ASE between male and female samples for genes that show significant ASE.

**A**. Ratio of D to B allele in all genes that show significant (FDR adjusted p<0.05) ASE in either sex specific comparisons, or using all samples. Genes with no significant ASE are in grey, genes showing significant ASE in combined analysis are in black, genes showing sex specific significant ASE are in blue (males only) and in red (females only). Values of -4 and 4 were used for 0 and infinity fold changes respectively, for visualization purpose. **B.** Number of genes with significant ASE in sex specific and combined analysis. **C.** Allele specific read counts in the 4 samples for Amyloid beta (A4) precursor Protein-Binding, family A, member 2 gene (Apba2). **D.** Ratio of maternal versus paternal expression of imprinted genes, in male and female samples. Genes on chromosome X show significant parental imbalance only in male samples.

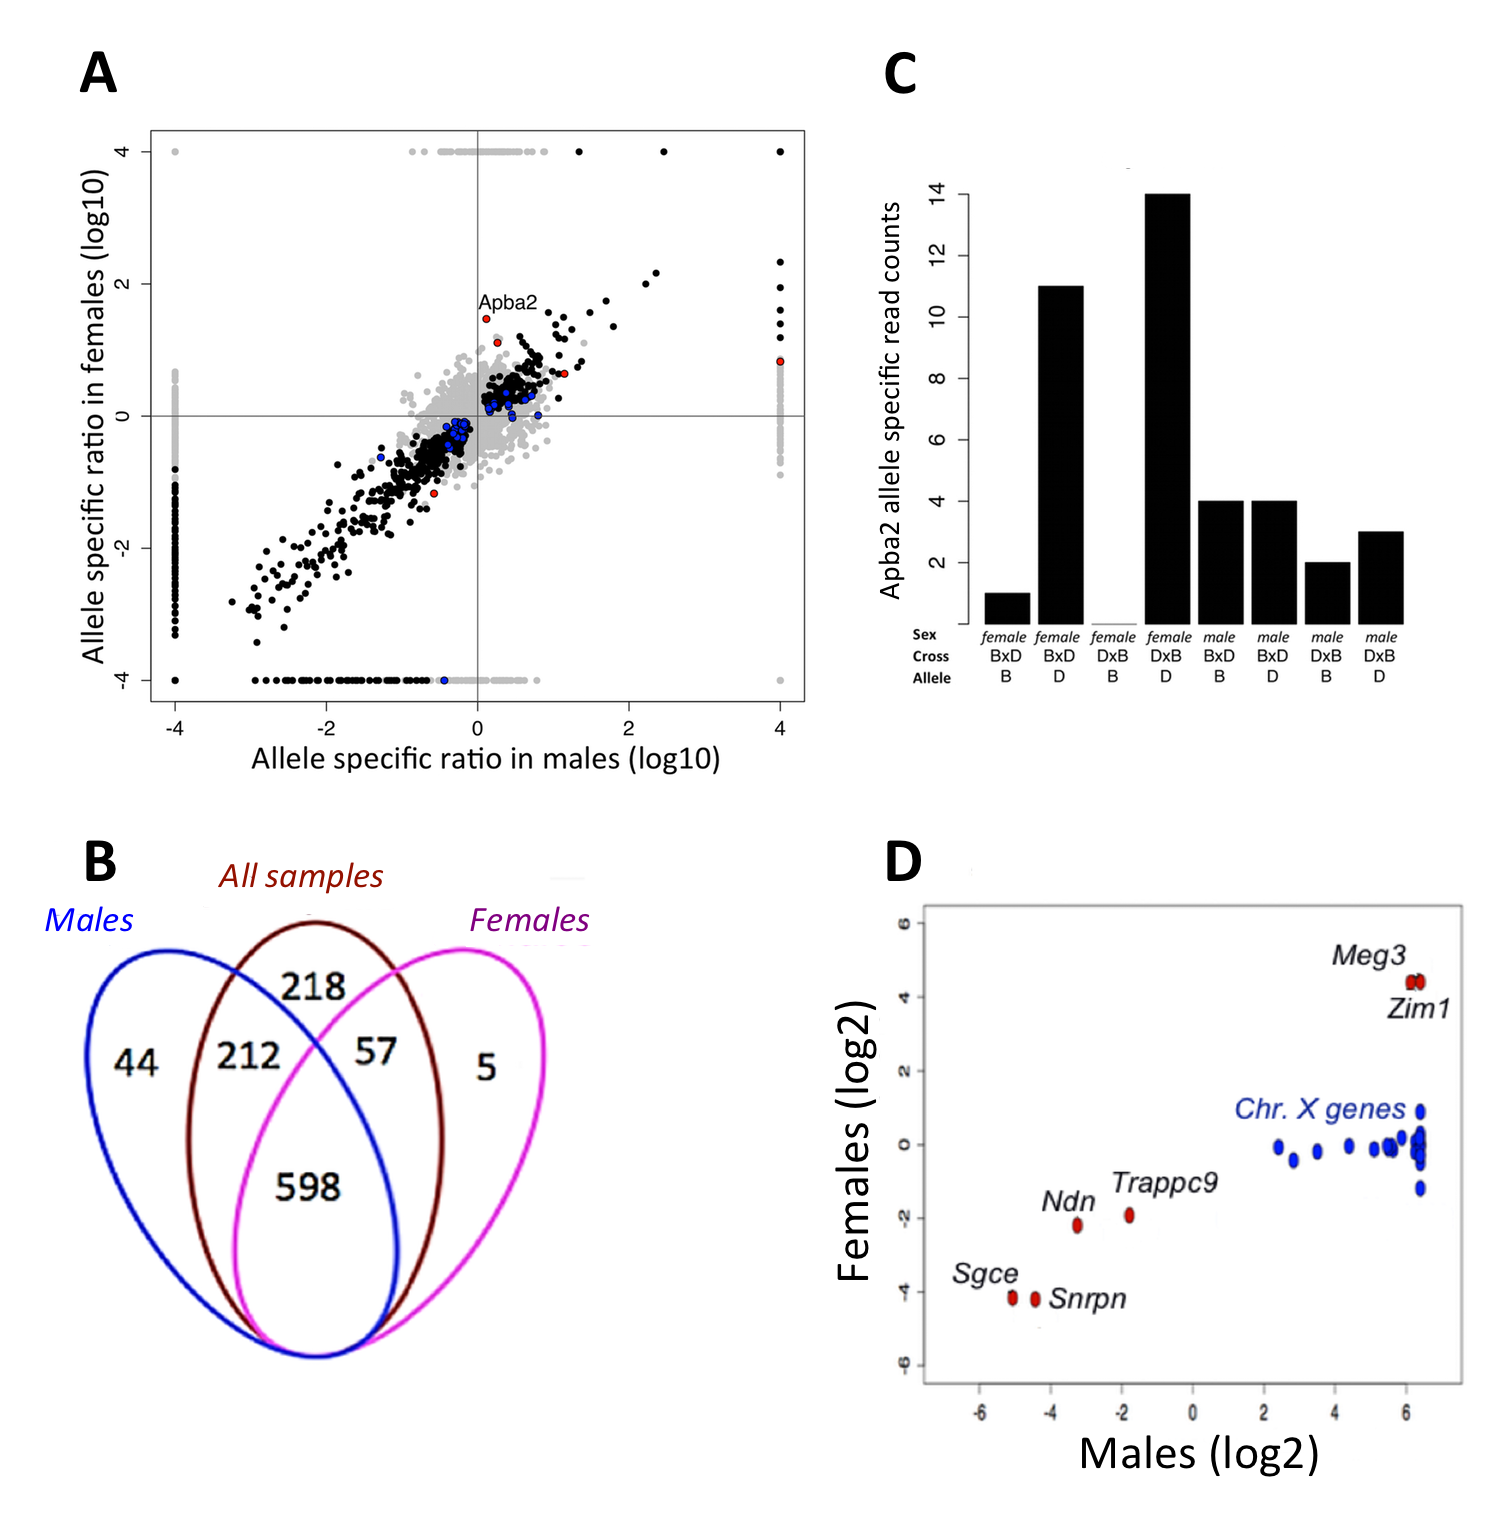

**Fig S7: Expression QTLs in adipose tissue of F2 derived from B and D cross**

**A**. 7622 genes show significant eQTL (LOD>6.2) signal in F2 mice of BxD cross. Each dot indicates the probe position (x axis) and SNP position (y axis). Concentration of signal on the diagonal indicates enrichment for local signals (where the probe and the SNP reside on the same chromosome).
**B**. Some local eQTLs reflect a more distal signal, due to extensive linkage disequilibrium in F2. 1588 genes with local eQTLs (within 2Mb) show a more significant association to another, distal SNP on the same chromosome (“dist”, in blue) while only 111 show a more significant association to a SNP on a different chromosome (“trans”, in red). Size effect of the local association and the distal one is very closely correlated (Rsquare=0.98), while no such correlation is observed for local and trans association.

**
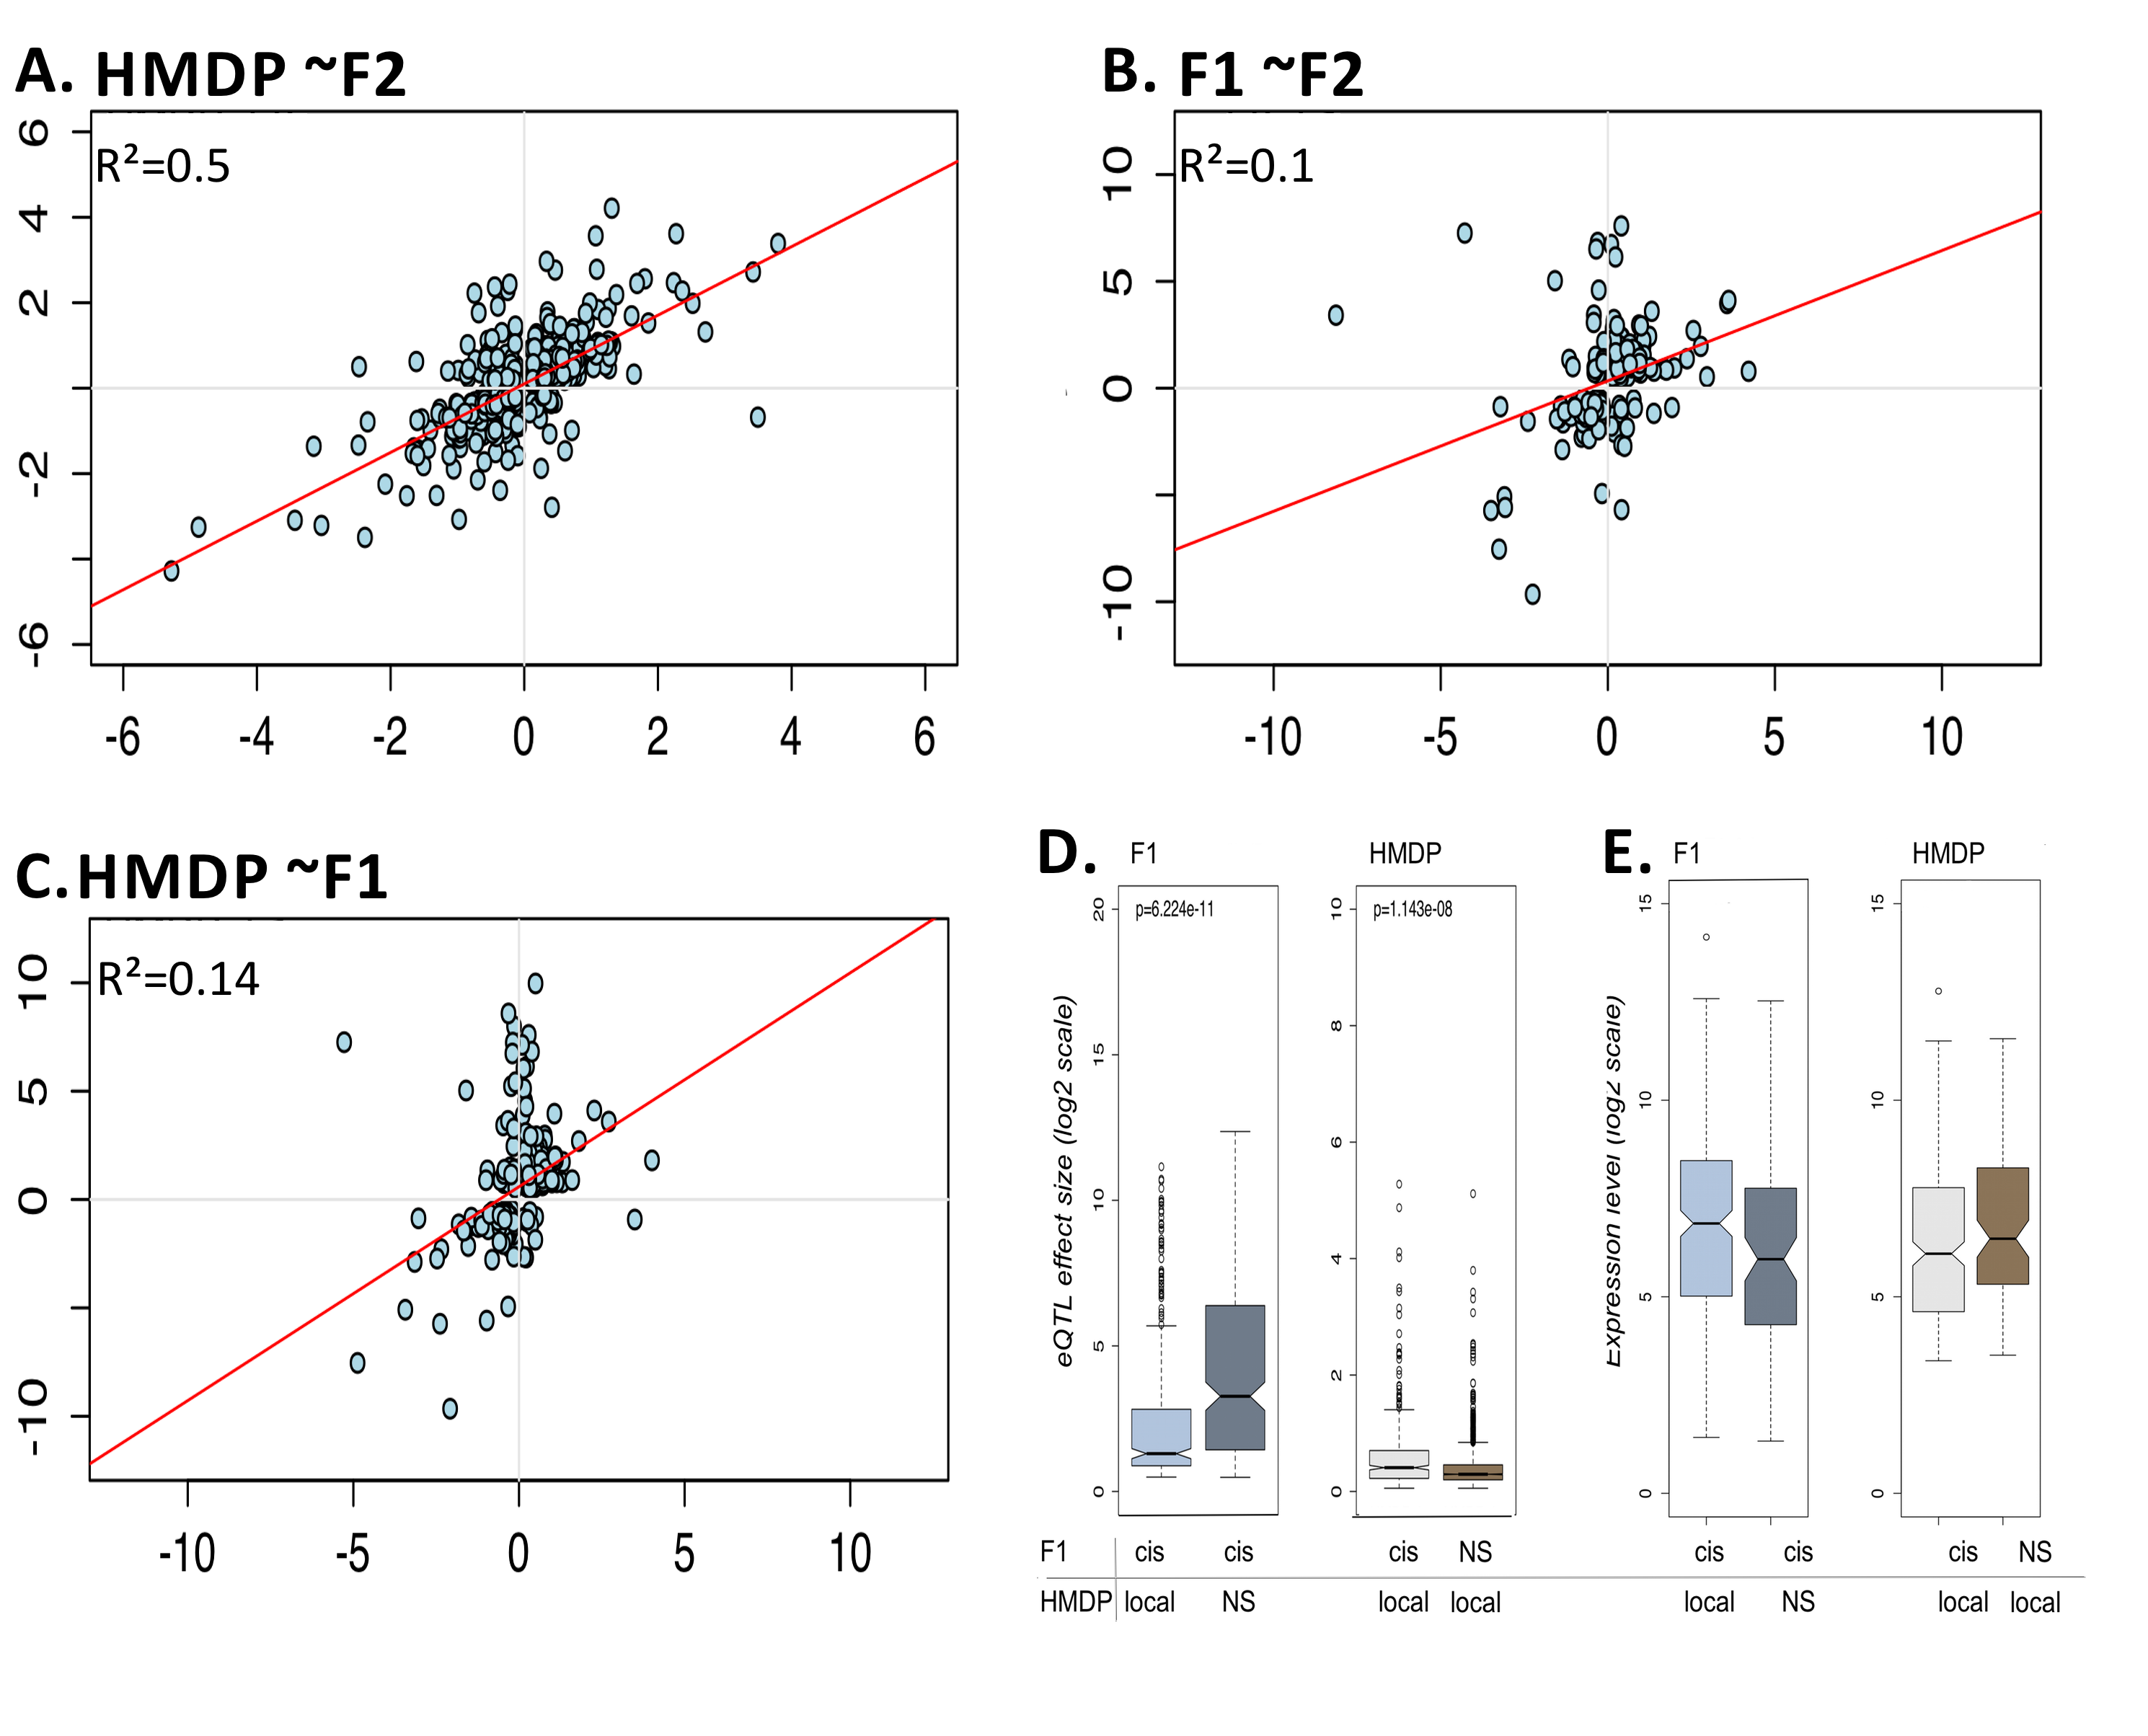
**

**Fig S8: Effect size of local versus cis eQTLs**

Effect size of *local-*eQTLs was determined as ratio of expression between homozygotes for the different alleles, and for *cis*-eQTLs as the fold change between the two alleles.

**A-C**. Comparison of effect sizes between two *local*-eQLT mapping approaches (A), and between *local* and *cis-* eQTLs (B,C). All data are shown on log2 scale, red lines shows linear fit. **D**. Effect size of *cis-*eQTL reproduced by *local*-eQTL are significantly lower (p=6.22e-11) than those of non-reproduced *cis-*eQTLs, while the *local–*eQTL show an opposite trend (p=1.14e-08). **E**. Average expression or counts are not significantly different between *cis*-eQTLs whether they are reproduced or not by *local*-eQTLs.

**Fig S9: Expression characteristic of *cis* eQTLs , grouped by reproducibility in local eQTL studies**

**A.** Distribution of D to B ratio in F1 data. Grey indicates genes with no significant allele specific expression, blue indicates *cis*-eQTLs replicated in both *local*-eQTL studies, yellow are *cis*-eQTLs replicated in HMDP only, green are *cis*-eQTLs replicated in F2 only and *cis*-eQTL detected only in F1 data are in red.

**B**. Normalized total read/number of SNP counts in the different groups. Numbers indicate number of examined gees in each category. Colors are as in A.

**
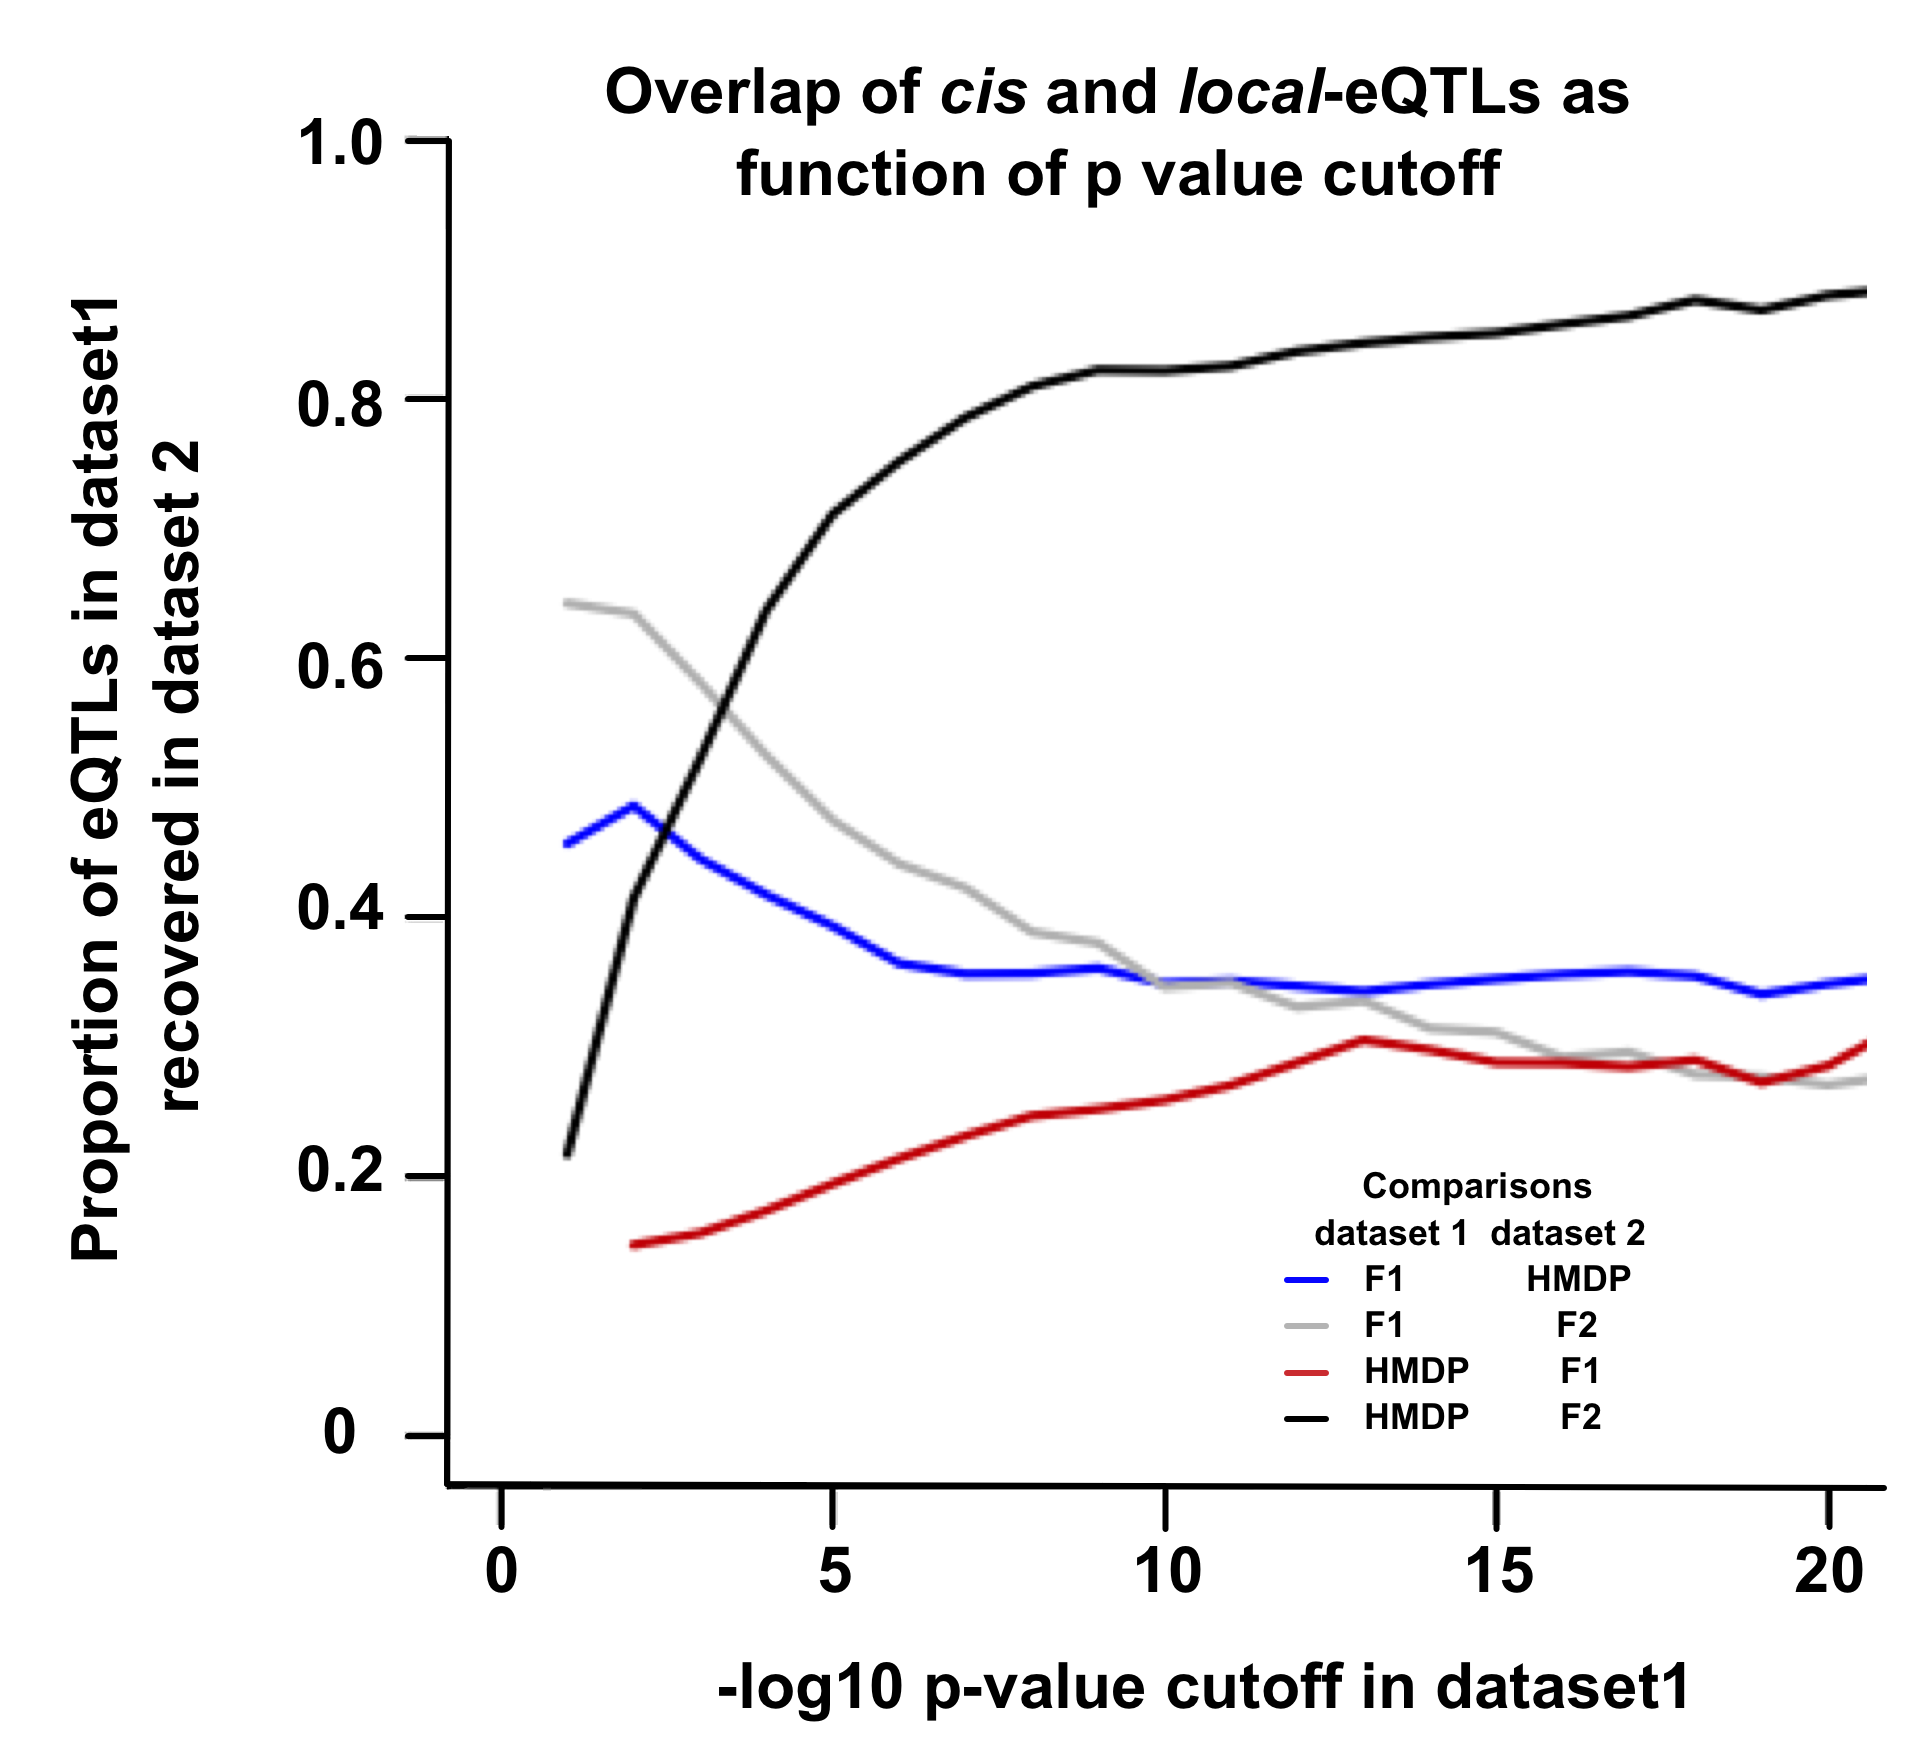
**

**Fig S10: Overlap of *cis* and *local*-eQTLs as function of p-value cutoff**

For each dataset 1 we determined a list of *cis* or *local*-eQTLs that passed the adjusted p-value cutoff indicated on the x axis. We then looked at the proportion of those eQTLS in dataset 2. Significance cutoff for dataset 2 was either adjusted p-value<0.05 (F1 and HMDP) or LOD score >6.2 (F2). Black line indicates comparison between 2 *local*-eQTL approaches, and shows better overlap between datasets at more stringent p-value cutoffs, suggesting that the discrepancy between *local*-eQTL approaches is mostly attributable to lack of power of the F2 cross compared to HMDP. Blue, red and grey lines indicate comparisons between cis and local eQTL approaches, suggesting that the discrepancy is not due to lack of power of the local or cis-eQTLs.

**
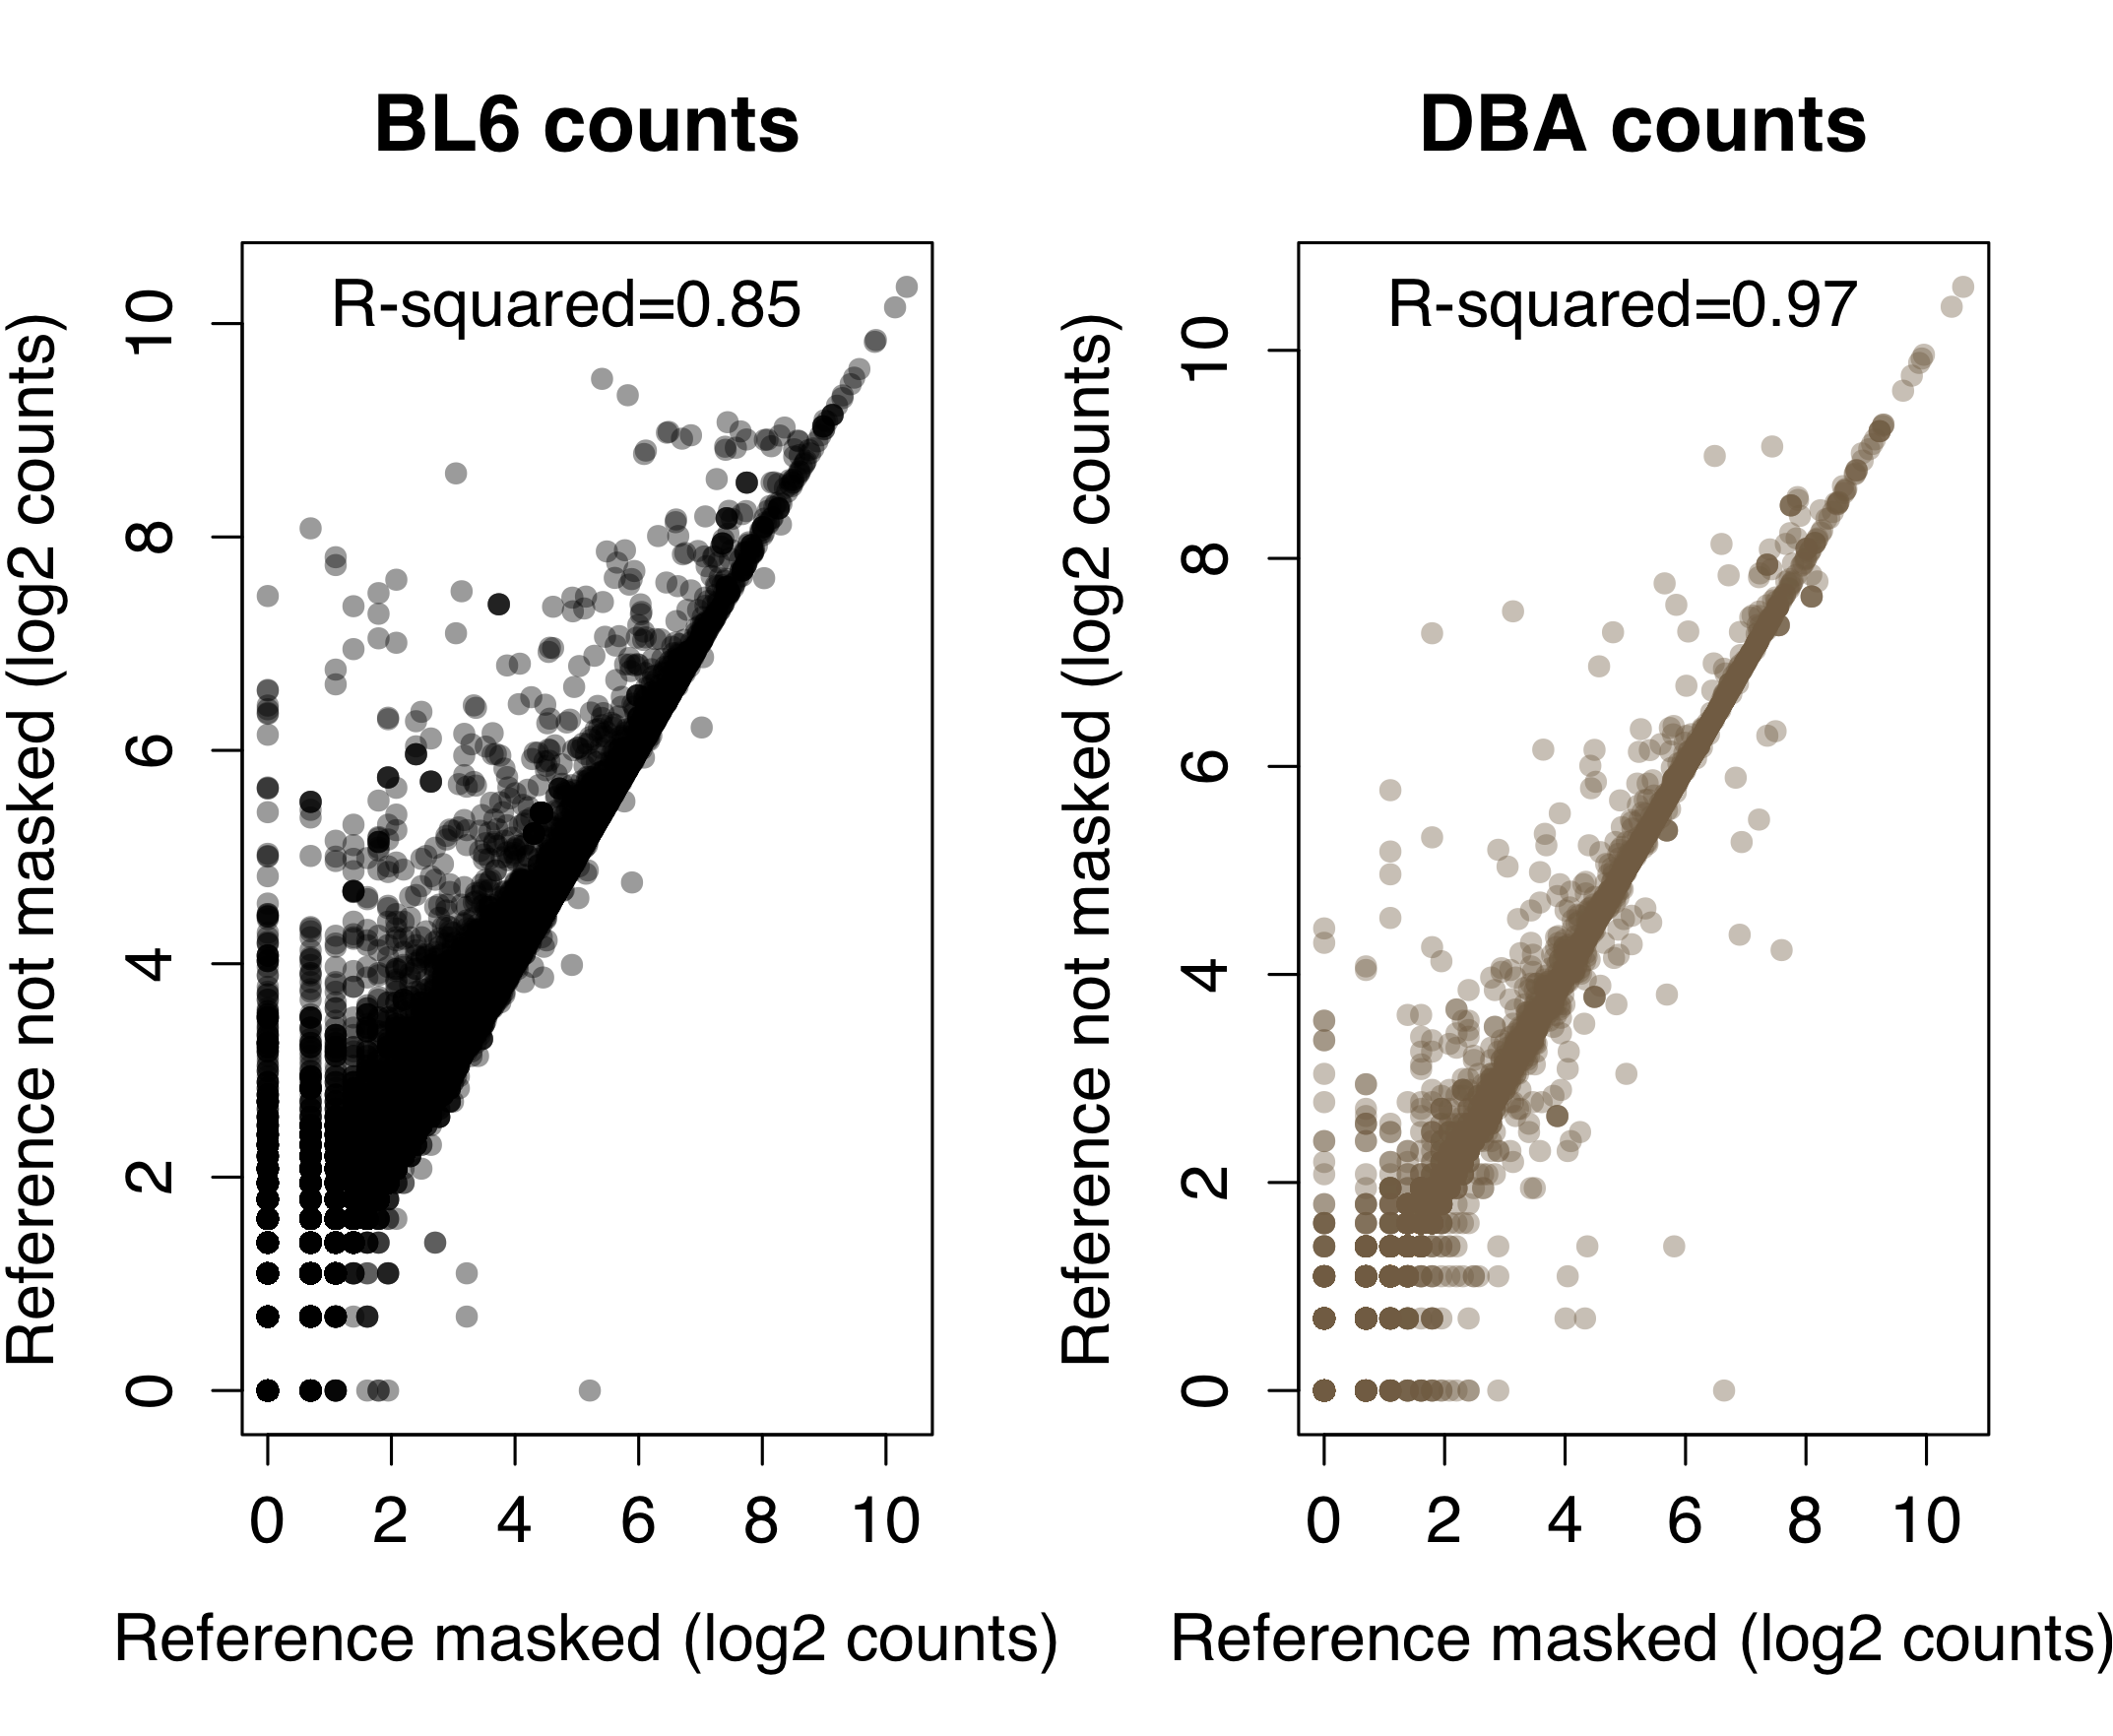
**

**Fig S11: Masking variants in the reference genome reduces the reference alignment bias**

Reads from BxD F1 sample were mapped to a B reference genome, either masking the known D variants to “N” or not. Presented are allele specific counts for B and D alleles, using either of the reference sequences for mapping.

**Supplementary Tables**

Pairwise overlaps of the different datasets with various cutoff conditions. Overlap and recovery rate between the three datasets varies, depending on the selection criteria in the individual datasets. For example all HMDP local eQTLs can be considered, or only the ones associated with a SNP polymorphic in DBA. All possible pairwise comparison are summarized in the table.

**Table S1: Allele specific counts and statistical analysis results by gene**.

Submitted as independent file

**Table S2: Gene based summary of *cis* and *local* eQTL status in different studies.**

Submitted as independent file.

**Table S3: Pairwise comparisons of the different eQTL datasets**

“HMDPall” refers to all significant *local*-eQTLs identified in HMDP, “HMDPdba” refers to all significant local eQTLs identified in HMDP, that are associated with a SNP polymorphic in DBA (“HMDPdba” is a subset of “HMDPall”). “F2_any_Cis” refers to genes that have a significant *local*-eQTL in F2 cross. “F2_max_is_Cis” refers to genes for which the best eQTL association in the genome is significant, and local (“F2_max_is_Cis” is a subset of “F2_any_Cis”). “F1all” refers to genes tat show significant ASE using all 4 samples for ASE analysis, “F1male” refers to genes tat show significant ASE using only male samples for ASE analysis (not a direct subset of “F1all”).

­­­

|  |  | **F1 ASE no exclusive SNPs** | | |
| --- | --- | --- | --- | --- |
| **F1 ASE all exonic SNPs** |  | ***cis*-eQTL** | **No *cis*-eQTL** | **No data** |
|  | ***cis*-eQTL** | 608 | 133 | 344 |
|  | **No *cis*-eQTL** | 16 | 5798 | 1089 |

**Table S4: Exclusion of SNPs with either B or D exclusive expression**

“**F1 ASE no exclusive SNPs** “ indicates analysis module where all SNPs that show an exclusive expression of either B or D alleles were excluded from the original dataset, then analyzed as described in materials and methods. “**F1 ASE all exonic SNPs** “ indicates analysis of all SNPs with filters as described in materials and methods, and used throughout the paper. Numbers indicate number of genes in each category.

How the deposited data were processed for this re-analysis (not part of the article)

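Allele counts were taken from the gonadal adipose tissue of F1 mice of 2 reciprocal crosses, in 4 RNA pools: BxD female (3 animals), DxB female (2 animals), BxD male (3 animals) and DxB male (3 animals). The counts deposited by the authors are raw numbers of reads per SNP and allele, without normalization. To make them, the authors treated the mates of each read pair as single reads, aligned them with mrsFAST with up to 3 mismatches to mm9 (with the D variants masked according to the methods, though a part of Additional file 1 reads as if this step was not applied), aligned the reads left unmapped with TopHat, kept uniquely mapped reads and counted the alleles at known B and D variants. Versions of these tools were looked for in the paper's text and Additional file 1 and are not stated there. Because mates are counted as single reads and no removal of PCR copies is described, the intervals and smallest detectable shares given with the counts cover counting error only.

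The label and the file name of 2 samples give different crosses and sexes. Before the data were examined it was decided to take the identity whose counts fit the raw counts per pool in Additional file 2, compared over 1996 of its genes, and this was the file-name identity. The label identity was run as an alternative. Exonic SNPs were those given an exon by the authors, and within an exon only the first of SNPs within 18 bp was counted. How this wording was applied was chosen after the data were seen, as one of the 2 readings, out of 18, whose gene counts equalled Additional file 2 most often. Alleles were summed per gene, per exon or left per SNP, and features without any read were dropped. No other minimum count was set for the tests.

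Tests used R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit and test, Benjamini-Hochberg adjustment, threshold 0.05). Standard errors of log2 ratios are the absolute log2 ratio divided by the square root of the F statistic. The 8 allele libraries were treated as 8 samples, with strain, parent of origin, strain by sex or parent by sex as the tested factor. The 2 pools of a sex were tested alone for the results by sex. Alternatives set before the data were examined were DESeq2 1.42.0, the original DESeq procedure written out again in R, 1 library size per pool for both alleles, at least 10 counts per gene, all exonic SNPs, SNPs at least 50 bp apart, exonic with intronic SNPs, the pool as a block, the allele's strain as a covariate in the parental test, the label identity, other definitions of exclusive SNPs, and each pool left out in turn. Alternatives added after the data were seen were exonic SNPs by the annotation column, removal of SNPs that list the same base for both strains, DESeq2 and the original DESeq procedure for genes called in one sex only, the B to D ratio over all SNPs and over SNPs without a listed neighbour, and the removal of SNPs of under 1% of reads from one allele for that ratio, for the effect sizes by recovery and for the genes named by size of change. The test of parent by sex was also added then. The edgeR and DESeq tests were tested on simulated counts with 200 changed genes at the depth of the 4 pools. Every gene had the same spread (dispersion 0.02) and the alleles of a pool were drawn independently. Only well-covered genes were changed, by a log2 ratio of 1 or 2 in either direction. With 4 pools edgeR recovered 95.5% of them, DESeq2 92.5% and the original DESeq procedure 92.5%, and with 2 pools they recovered 66.5%, 65.5% and 68.5%. With no changed gene, edgeR called 1 of 7851.

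Sample specific tests were the Fisher exact test and the exact binomial test per SNP and pool, adjusted within each pool. Shares have 95% Wilson intervals, and the smallest share a depth could show is 3 counts of the total. Differences of means over genes used 100000 permutations. Correlations are across genes or SNP pairs. Lists of local-eQTL genes and DNase I signal were read from Additional file 3, and the mapping studies themselves, the liver data and the mapping of DNase I reads were not analysed here. Sequences and annotated genes came from NCBIM37 (mm9) and GENCODE M1. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0, and figures with matplotlib 3.10.9.

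The pools gave 5569347 (BxD female), 5246924 (DxB female), 5303083 (BxD male) and 4219333 (DxB male) allele specific reads, of which 4254813, 4112206, 4157360 and 3353668 were counted at the SNPs used. The genes named were set before the data were examined as every gene the paper names for these data (the imprinted genes of Figure 2D, Apba2, Usp38, Tmem159 and the genes of Table 2) and the 5 genes with the largest and the 5 with the smallest log2 D to B ratio among those past the threshold, with the same direction in all 4 pools and at least 10 reads of the weaker allele. Genes whose name begins with a number are given by their position.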

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

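The test of parent by sex, the X-linked reads of the sample labelled DxB female and the removal of SNPs of under 1% of reads from one allele were chosen after the results they bear on had been seen. The other tests named here were set before the data were examined.

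The DxB male pool had 3353668 reads at the counted SNPs, against 4112206 to 4254813 in the other 3 pools. Its gap to the nearest pool was 0.842 of the whole range, above Dixon's 95% critical value for 4 values. In the same check, its log2 D to B ratio of Tpi1 was -7.89, against -7.96, -7.98 and -7.97 in the other pools, a gap of 0.831 of the range. Of 43 results checked this way 2 passed the critical value, which is about what chance gives (2.15). The lower depth of this pool is a technical difference, and the fit without it called 1049 genes by strain, the fewest of the 4 fits without 1 pool. The Tpi1 ratio has the same direction in all 4 pools and rests on 18 D reads in total, some of them at a SNP that lists the same base for both strains. Without SNPs of under 1% of reads from one allele that SNP is the only one left, so Tpi1 has no informative SNP then. No biological explanation was tested for either.

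The effect of parent of origin differed between sexes in 11 genes (edgeR adjusted p-values from 0.00598 to 0.0442 for the interaction of parent and sex, log2 differences from 8.02 to 10.69). They are Cd99l2, Diap2, Dynlt3, Fam3a, Fam50a, Gpc4, Prrg3, Srpx, Taz, Ubqln2 and Uchl5ip, all on the X chromosome, where 49 of 118 genes had an unadjusted p-value under 0.05. In Cd99l2 the BxD male pool had 1168 B and 5 D reads and the DxB male pool 3 B and 888 D reads, while the female pools had 597 B and 782 D reads (BxD) and 557 B and 667 D reads (DxB). The design gives sex as an explanation, since the X chromosome of a male comes from its mother. A technical explanation is a wrong identity of samples, and with the label identity no X-linked gene passed in males (0 genes). The X-linked reads of the sample labelled DxB female, of which 4.43% carried the D base, speak against that identity. So does the comparison with Additional file 2, where 56.9% of gene counts were equal with the label identity and 99.96% with the file-name identity. These are means over the 4 pools, and in each of the 2 samples in question 13.8% were equal with the label identity. The D share of X-linked reads, 4.43% in the BxD male and 74.8% in the DxB male pool, follows the mother's strain. The 2224 B reads of the DxB male pool are more than a single maternal X chromosome alone would give. As the test of parent by sex was added after the pattern was seen, it is no separate check of that explanation.

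Intronic SNPs, whose counts the paper does not report by parent, gave 3 genes with parental imbalance among 9253 (123 had an unadjusted p-value under 0.05). Meg3 had 1062 maternal and 9 paternal reads at 3 SNPs between 110785985 and 110786355 of chromosome 12 (log2 maternal to paternal ratio 6.78, standard error 0.59, edgeR adjusted p = 1.07e-05). Plagl1 had 117 maternal and 4034 paternal reads at 54 SNPs (-5.08, standard error 0.61, edgeR adjusted p = 6.19e-04). Snrpn had 0 maternal and 13 paternal reads at 1 SNP (-5.43, standard error 0.75, edgeR adjusted p = 0.00319). The read and SNP counts of these 3 genes cover intronic SNPs with at least 10 reads, before the filter on close SNPs. Their ratios and p-values come from a fit on all intronic SNPs after that filter, so they do not rest on exactly these reads. The direction was the same in all 4 pools for Meg3 and Plagl1, and in the 3 pools with reads for Snrpn. All 3 are imprinted genes of Figure 2D. A technical explanation is that these reads come from a transcript of an overlapping gene or noncoding RNA. Of 48 SNPs with at least 90% of reads from one parent, 0 lie in another annotated gene and 8 lie in annotated exons of the gene itself. The annotation used may lack noncoding RNAs, so the 0 SNPs in an overlapping gene cannot tell the pattern apart from that explanation. No biological explanation beyond parent of origin was tested.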

How the results depend on the processing

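Exonic SNPs by the annotation column, removal of SNPs that list the same base for both strains, the other tests for genes called in one sex, and the ratio over SNPs without a listed neighbour or without SNPs of under 1% of reads from one allele were chosen after the data were seen, and the other alternatives before. Where a value moved, the cause was not tested.

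The number of ASE genes by strain stayed between 1049 and 1714 in all alternatives but the pool as a block (2175). Its 1028 genes with B overexpressed stayed in the majority in each. The 387 genes with D overexpressed became 248 with the original DESeq procedure, 236 with the same library size for both alleles and 879 with the block, and from 222 to 285 in the 4 fits that each left out one pool. The 4 genes with parental imbalance became 7 with DESeq2, 7 with the strain as a covariate, 2 with all exonic SNPs, 2 with exonic SNPs by the annotation column, 0 with the block (37 at an unadjusted p-value under 0.05), 0 with the label identity (38), and 0 to 1 without 1 pool. Intronic SNPs with exonic ones raised the ASE genes in females from 850 to 1294. The label identity raised the genes with a sex by strain interaction from 0 to 8, all 8 of them imprinted genes of Figure 2D, and lowered the X-linked genes with parental imbalance in males from 2 to 0. The squared correlation between sexes was 0.895 with the label identity and 0.690 over all genes, against 0.924. Genes called in one sex only fell from 122 to 32 (DESeq2) or 51 (original DESeq procedure) in males and from 20 to 3 or 11 in females.

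ASE exons fell from 2629 to a median of 1726.5 with 2 pools, and subsets of 1 pool were not run since no test is possible for them. The B to D ratio of 1.18 was 1.15 without exclusive SNPs, 1.09 without listed neighbours, 1.08 as a median over genes and 1.06 without SNPs of under 1% of reads from one allele. The discordant share of exons, 1.70%, was 0.548% and 4.56% with the Fisher exact test in all pools and in any pool, and 0.425% and 3.40% with the exact binomial test. On log2 counts the squared correlation of SNP pairs 1 to 18 bp apart was 0.972. With 10 reads in each pool 49.4% of SNPs remained in place of 77.0%. Without exclusive SNPs the share of stop-gain variants with a reduced D allele was 26.7% in place of 52.2%, and the share of HMDP local-eQTL genes with ASE 18.0% in place of 23.7%.

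For 48 named gene results, 695 values were computed, and 624 kept direction and side of the threshold. The log2 maternal to paternal ratio changed sign in 28. With the label identity this was so for Meg3 (-0.039), Zim1 (-0.13), Ndn (0.048), Trappc9 (0.072), Gatm (0.17), Kcnq1 (-0.017), Gab1 (0.046), Peg12 (1.20), Plagl1 (0.28), Slc38a4 (0.62) and Zdbf2 (0.039). Exonic SNPs by the annotation column reversed Trappc9 (0.26). Kcnq1, with 2 reads, was -5.9e-05 with DESeq2 and -2.46 with intronic SNPs. Nap1l4 was 0.047 with the same library size, 0.043 with all exonic SNPs and 0.069 with the block, Ppp1r9a 0.028 with the strain as a covariate, and Igf2 -0.057 with the block. Without 1 pool the ratios ran from -0.87 to 0.52 in Gatm, from -1.32 to 0.99 in Nap1l4, from -0.75 to 0.37 in Ppp1r9a, from -0.22 to 1.37 in Igf2 and from -4.07 to 0.69 in Slc38a4. In 43 other values the side of the threshold changed, 30 weaker and 13 stronger, and 15 values of the original DESeq procedure, for genes without a read of one allele, had no finite ratio and were left out.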

Differences from the paper's values

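The settings for genes called in one sex only were chosen after the values were seen, and the other alternatives named here before, except where stated.

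Genes with ASE in males only numbered 122, against the paper's 21, and in females only 20, against the paper's 5. No alternative for these was set before the data were examined. Chosen after seeing the values, DESeq2 gave 32 in males and the original DESeq procedure 51, both above the paper's value. In females DESeq2 gave 3, below the paper's value, and the original DESeq procedure 11, above it. The share of stop-gain variants with a reduced allele was 52.2%, against the paper's 30%. Removal of exclusive SNPs gave 26.7%, within the paper's value, but it takes out variants without a D read and could only lower the share. It also kept variants with 1 D read as reduced, such as that in Gtf2a1 with 281 B reads. In contrast, a D count under 25% of the B count (45.7%) and variants with at least 1 read (56.0%) did not close the gap.

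At 10 reads, 77.0% of covered exonic SNPs remained, against the paper's 15%, and 82.9% of genes, against the paper's 40%. Asking for 10 reads in each pool gave 49.4% of SNPs and did not close the gap. Looked at after seeing the values, all SNPs with the intronic ones gave 27.6% over the 4 pools and 21.9% to 22.7% in single pools, with 70.7% of genes over the 4 pools.

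The Fisher exact test in all 4 pools marked 1635 exons, against the paper's 604. The SNP by SNP test with the 4 pools together marked 3533 exons, where the paper gives 969 in one place and 2032 in another. Exons called both ways numbered 2537, against the paper's 1660. Discordant exons numbered 124, against the paper's 42, and 97 of them were not significant by summed counts, against the paper's 26. Genes with discordant exons numbered 61, against the paper's 39, and 22 of them had ASE, against the paper's 14. For the genes with discordant exons, exons of at least 10 counts gave 64 and did not close the gap. For exons marked in all 4 pools the exact binomial test gave 1574 and did not close the gap. For discordant exons the Fisher exact test in all 4 pools gave 40, within the paper's value but by another test than the paper names for it, and in any pool 333, while the exact binomial test gave 31 and 248. No alternative was run for the other counts of this paragraph.

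The paper does not mark H13 as a gene with parental imbalance in Figure 2, and here it passed the threshold (log2 maternal to paternal ratio 1.01, edgeR adjusted p = 0.0394). The paper marks Zim1 and Ndn, which here had edgeR adjusted p-values of 0.0533 and 0.757. With the original DESeq procedure, set before the data were examined, the genes past the threshold were Meg3, Ndn, Sgce, Trappc9 and Zim1, the same genes as in the paper. The paper presents Trappc9 as paternally expressed, and here its coding exons had a paternal share of 45.6%.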

Other observations

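The tests on X-linked SNPs, on X-linked reads of the samples whose labels are in question, on the coding exons of Trappc9, on SNPs with equal counts and on the excess of B without SNPs under 1% of reads from one allele were chosen after the results they bear on were seen. The other tests were set before the data were examined.

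The 8 allele libraries can be assigned to 2 groups, each with 1 allele of every pool, in 8 ways. For the strain test, 1 of the 8 assignments, the real one, gave as many as 1415 genes. The same holds for genes without exclusive SNPs (1 of 8, with 830), exons (1 of 8, with 2629) and SNPs (1 of 8, with 5363). For parental imbalance 2 of the 8 gave at least 4 genes, the real assignment and the one by strain. In each family 6 of the 8 assignments gave 0. With 8 assignments the share cannot be under 0.05, so the share alone cannot rule out chance. In simulated counts with no changed gene, edgeR called 1 of 7851 genes, against 1415 genes in the strain test. The simulation had the same spread for every gene and drew the alleles of a pool independently, so it shows how the test behaves in that setting only. Other assignments split the alleles of each pool as the real one does, but mix strains and parents. Strain differences then widen the spread within their groups, which makes few calls likely. These values therefore cannot rule out chance for the strain genes, and they do not decide for the 4 genes with parental imbalance.

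SNPs counted from the B allele only were 4.02% of SNPs with at least 10 reads, and those counted from D only 0.278%. Several technical explanations were tested. If D reads are lost at alignment where variants lie close together, the share of B-only SNPs should rise with the number of listed SNPs within 50 bp, and over all exonic SNPs it rose from 3.59% with none (803 SNPs) to 8.10% with 3 or more. The paper's methods state that the listed D variants were masked, though a part of Additional file 1 reads differently, and with masking a listed neighbour takes the same mismatch from reads of both alleles, so that the rise alone does not show such a loss. If the D chromosomes of these mice carry the B base at some listed SNPs, as the paper reports for SNPs of Table 2, the DxB male pool should show B reads on its X chromosome, which comes from a D mother. Of 17 X-linked SNPs counted from B only in both female pools, 13 (76.5%, Wilson interval 52.7% to 90.4%) had at least 10 B reads in the DxB male pool, and 4 had under 10 reads, as a loss of D reads or low depth would also give. Among the 13, in 7 genes, 100% were counted from B only, but a SNP that loses its D reads would hardly reach 10 reads in this pool, so that share is nearly set in advance. Of 91 other X-linked SNPs, 71 were counted mostly from D. Loss of D reads leaves no B reads to count on a D chromosome. The B base on the D chromosomes at some of these SNPs could give the 13, and reads of similar sequences elsewhere in the genome, which were not tested, could give the same counts. On the X chromosome as a whole, 21.6% of SNPs in the DxB male pool (24 of 111, interval 15.0% to 30.2%) were counted from B only, close to the 19.8% (24 of 121) in the BxD female and the 16.9% (20 of 118) in the DxB female pool. All 3 lie far above the 4.45% on the autosomes of the DxB male pool. The likeness to the female pools is what the B base on D chromosomes would give, but with so different a share on the autosomes the X-linked 21.6% cannot tell whether wrongly listed variants account for the autosomal SNPs. Without Mid1 it was 13.7% in the DxB male pool (13 of 95, interval 8.17% to 22.0%). No biological explanation was tested.

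Removing SNPs with few reads of one allele lowered the excess of B over D reads. SNPs with B reads only outnumbered those with D reads only, 1372 to 95 at 10 reads or more. The fall is therefore largely set by the removal and does not show a cause. Without SNPs counted from one allele only, the mean ratio fell from 1.18 to 1.15, and the lowest of the 4 pools was 1.13. Without SNPs that have under 1% of reads from one allele, the mean was 1.06 and the lowest 1.05, so neither removal brings the ratio to 1 in every pool. The mean ratio rose with the number of listed SNPs within 50 bp, from 1.07 with none to 1.97 with 3 or more, and without the SNPs under 1% from 1.04 to 1.54, with 1.03 at 1 neighbour. Loss of D reads where variants lie close together would give such a rise in an alignment to the unmasked B genome. With a masked reference listed neighbours should affect both alleles equally. Since the paper's methods and a part of Additional file 1 differ on the masking, the cause of the rise is left open. No biological explanation was tested.

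Which pool is which was also tested with X-linked reads, apart from the comparison with Additional file 2. In the sample labelled DxB female 4.43% of X-linked reads carried the D base, as in a male with a B mother, and in the sample labelled BxD male 39.3% did. This is consistent with labels attached to the wrong counts. Reads of Xist were not analysed here.

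The paternal excess of Trappc9 came from SNPs outside its coding exons. In the exon of the count files that no annotated exon of the gene covers, 99.5% of reads were paternal, and in the 2 coding exons 45.6% were. A separate paternally expressed transcript inside Trappc9 may be the source of the imbalance. Peg13, which lies in this gene, has no entry in the annotation used, so the 99.5% cannot be assigned to it. The Wilson interval of the paternal share in the coding exons, 41.7% to 49.6%, lay under 50%, but it covers counting error only. With exonic SNPs by the annotation column, the log2 maternal to paternal ratio of Trappc9 was 0.26 (edgeR adjusted p = 0.999974). No maternal excess was thus detectable in that fit.

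The difference in intact DNase I signal between B- and D-overexpressed genes covers 51.9% of the ASE genes, which is too few to speak for the whole set. Without SNPs counted from one allele only the difference was 0.228, and within strata of the number of counted SNPs 0.151 remained. Both had a permutation p of 1.0e-05, the smallest these permutations can give. The strata were uneven, from 0.0281 at 2 counted SNPs to 0.315 at 1. The number of counted SNPs, taken as a measure of known variants, had a median of 2 in B- and 5 in D-overexpressed genes. It went with 0.123 of the 0.274, which does not show a cause, and counted SNPs are only a part of the known variants. Among B-overexpressed genes, those without any D read had a mean intact share of 0.942 (177 genes) and the others 0.716 (384 genes). Because of the coverage, neither explanation can be excluded as a part of the difference, and no other biological explanation was tested.

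At 192 SNPs with at least 40 reads the B and D counts were equal in all 4 pools. All 192 list the same base for both strains, and 0 SNPs that list 2 different bases had equal counts at that depth, among 25461 SNPs. The same base listed for both strains is thus a candidate explanation of the equal counts. Such SNPs occur in 300 genes, 92 of which have no other counted SNP, and without them 1425 genes had ASE. No biological explanation was tested.

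Genes whose ASE ratio differs between sexes could not be checked for low read counts, since 0 genes passed the interaction test and 99 had an unadjusted p-value under 0.05. With the label identity, 8 genes passed it.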
